# KANK1 inhibits cell growth by inducing apoptosis though regulating CXXC5 in human malignant peripheral nerve sheath tumors

**DOI:** 10.1038/srep40325

**Published:** 2017-01-09

**Authors:** Zhibin Cui, Yingjia Shen, Kenny H. Chen, Suresh K. Mittal, Jer-Yen Yang, GuangJun Zhang

## Abstract

Malignant peripheral nerve sheath tumors (MPNSTs) are a type of rare sarcomas with a poor prognosis due to its highly invasive nature and limited treatment options. Currently there is no targeted-cancer therapy for this type of malignancy. Thus, it is important to identify more cancer driver genes that may serve as targets of cancer therapy. Through comparative oncogenomics, we have found that *KANK1* was a candidate tumor suppressor gene (TSG) for human MPNSTs. Although *KANK1* is known as a cytoskeleton regulator, its tumorigenic function in MPNSTs remains largely unknown. In this study, we report that restoration of *KANK1* in human MPNST cells inhibits cell growth both in human cell culture and xenograft mice by increasing apoptosis. Consistently, knockdown of *KANK1* in neurofibroma cells promoted cell growth. Using RNA-seq analysis, we identified *CXXC5* and other apoptosis-related genes, and demonstrated that *CXXC5* is regulated by KANK1. Knockdown of *CXXC5* was found to diminish KANK1-induced apoptosis in MPNST cells. Thus, KANK1 inhibits MPNST cell growth though CXXC5 mediated apoptosis. Our results suggest that *KANK1* may function as a tumor suppressor in human MPNSTs, and thus it may be useful for targeted therapy.

MPNST is a sarcoma derived from Schwann cells, and accounts for 3–10% of all soft-tissue sarcomas^1^. Surgical resection is the mainstay of MPNST therapy, but its prognosis remains poor due to invasive growth, metastasis, and insensitivity to radiotherapy and chemotherapy^2^,^3^. In human populations with MPNST, about half of the patients have familial *NF1* gene mutations, while the other half appear to have sporadic gene mutations^4^,^5^. Both of the NF1-associated and sporadic MPNST patients have been found to possess very similar aneuploid chromosomes and DNA copy number alterations (CNAs)^2^,^3^,^6^,^7^. Certain aneuploid chromosomes are known to be highly correlated with tumorigenesis and patient survival^3^. Chromosome 9p is one of the most frequently underrepresented chromosome arms in MPNSTs, along with many other solid tumors^8^,^9^,^10^, suggesting it carries important TSGs.

Identifying TSGs on lost aneuploid chromosomes is difficult, as there are usually many genes associated with them. Cross-species comparative oncogenomics has recently emerged as a new approach to identify cancer driver genes (TSGs and oncogenes)^11^,^12^,^13^. In zebrafish, MPNSTs can be modeled by either *ribosomal protein (rp)* genes or *tp53* mutations^14^,^15^. We have previously found that MPNSTs from both types of mutations share almost identical CNAs, and that zebrafish MPNSTs are highly aneuploid containing a similar number of CNAs to those in human cancers^16^,^17^. Using zebrafish-human comparative oncogenomic analysis on CNAs of both zebrafish and human MPNSTs, we identified *KANK1*, as a candidate TSG on chromosome 9p.

Except known as a gene for cerebral palsy spastic quadriplegia type 2^18^, *KANK1* has been reported as a candidate TSG in renal cell carcinoma patients, as it was found that KANK1 re-expression was able to inhibit HEK293 cell growth by reducing proliferation^19^. *KANK1* mutations were also associated with myeloproliferative neoplasm, and a fusion protein of KANK1 with PDGFRB was found as an oncogene due to a t(5:9) translocation^20^. Although *KANK1* alterations are frequently found in many solid tumors including MPNST, its detailed cellular and molecular mechanisms on tumorigenesis remain largely unknown, except, that it is able to regulate actin polymerization and cell migration through RAC1 and RHOA signaling^21^,^22^.

Apoptosis is a common pathway of programmed cell death, and its dysregulation is seen in a variety of human pathologies, including cancers. In this paper, we report that KANK1 positively regulates apoptosis and inhibits cell growth in human MPNST cells. Using RNA-seq, we identified a new KANK1 downstream gene, *CXXC-type zinc finger protein 5 (CXXC5*), which was recently reported as a mediator for TNF-α apoptosis pathway, and is involved in acute myeloid leukemia^23^,^24^. Knockdown of *CXXC5* diminished KANK1-induced apoptosis, suggesting CXXC5 is one of the key effectors of KANK1. Overall, our results suggest that *KANK1* might function as a new TSG in human MPNSTs.

## Results

### DNA copy numbers of KANK1 are frequently lost in both human and zebrafish MPNSTs

The *KANK1* gene is a potential tumor suppressor gene located at 9p42.3, a chromosomal segment, which is generally under-represented in more than half of human MPNSTs^17^ (Supplementary Fig. S1a). In zebrafish, there are two *kank1* genes (*kank1a* and *kank1b*) due to the teleost whole genome duplication^25^. Both *kank1* genes are located on zebrafish chromosome 5, which is also lost in most zebrafish MPNSTs (Supplementary Fig. S1b). TSGs may lose their functions through multiple mechanisms such as nucleotide mutation and gene expression downregulation. To further explore the mutation nature and scope of *KANK1* locus deletions, we analyzed human cancer genomic data using cBioportal^26^. Indeed, *KANK1* is deleted in ~20% MPNSTs in the Sloan Kettering data set (3 deep-deletion and 5 shallow-deletion out of 15 samples). Moreover, KANK1 deletions and mutations (missense, nonsense, and frameshift mutations) are also frequent in prostate, lymphoid, pancreatic, uterine, and stomach cancers (Supplementary Fig. S1c). These results are consistent with reported deletions of *KANK1* in a variety of human cancers including MPNSTs^2^,^17^,^27^.

### KANK1 negatively regulates cancer cell growth in human MPNST cells

DNA copy number loss usually leads to low gene expression levels^28^, therefore we reasoned that restoration of KANK1 in human MPNST cells will reduce cell growth rate if *KANK1* functions as a TSG. As *NF1* and *TP53* are commonly known genes that are involved in human MPNSTs, we chose both STS26T (*TP53* mutant) and S462 (*NF1* mutant) human MPNST cell lines^29^ for our studies. To avoid artificial high expression of KANK1, we choose tetracycline-inducible lentiviral system that allows us to tightly control the level of gene expression. Both C-terminal GFP tagged (pLIX405-KANK1) and untagged full-length KANK1 (pSlik-neo-KANK1) constructs were created for the generation of stable cell lines (Fig. 1a,d). As expected, KANK1 expression was positively correlated to doxycycline dosages, and the level was reversed to undetectable levels upon withdrawing doxycycline treatment (Supplementary Fig. S2a–c). To assess the impact of KANK1 restoration, we first measured overall cell growth using MTT assay. Upregulation of KANK1 expression resulted in a decrease of cell growth rates in both MPNST cell lines (Fig. 1b,e). The cell growth inhibition corresponds to the dosage increase of the doxycycline (Supplementary Fig. S2d). As doxycycline may have side effects on overall cell growth, we performed MTT assays on non-transfected cells with or without doxycycline treatment. No difference was observed between the two groups, even with a higher concentration of 5 μg/ml (Supplementary Fig. S3). Consistent with our MTT assay, we found that KANK1 upregulation led to a reduction of colony formation numbers (Fig. 1c,f), suggesting that KANK1 is able to reduce independent growth capacity, a key characteristic of human cancers. As cancer cells usually survive in a stressful environment *in vivo*, we reasoned that restoring KANK1 in such stressful condition might give more insight to its function. Indeed, we observed a more remarkable difference in the numbers of colony formation between the control and KANK1-expressing groups in low serum condition (0.5% FBS) (Supplementary Fig. S2e). To further investigate the tumorigenic roles of KANK1, we knocked down *KANK1* expression in an immortalized benign schwannoma cell line, HEI-193^30^, using shRNAs against *KANK1*. Consistently, there was an increase of cell growth rate in *KANK1*-knocked-down cells compared to the non-silencing control (Fig. 1g–i).

### KANK1 negatively regulates cancer cell growth in mouse

To further demonstrate cell growth inhibitory roles of the *KANK1* gene, we turned to a xenograft mouse model. The tetracycline-inducible KANK1 stable cells were subcutaneously inoculated into NOD/SCID mice. One week after inoculation, KANK1 expression was induced by doxycycline. The size of the inoculation bumps were tracked twice a week by measuring the diameters. We did not detected any differences between doxycycline treated and untreated mice during the first three weeks. However, the size differences of tumors in the doxycycline treated and untreated groups were noticeable from the fourth week. The tumor size differences became more evident in the fifth and sixth weeks (Fig. 2a,b). By the end of week six, tumor volumes in the doxycycline-induced KANK1 expressing mouse group were significantly smaller (Fig. 2a,b). The animals were euthanized and tumor tissues were collected and processed for histopathology and immunohistochemistry. HE staining of the tumor sections confirmed the characteristics of MPNST. As expected (Fig. 2c,d), the KANK1 protein expression level was higher in the tumors of doxycycline-treated mice (Fig. 2e,f). These results demonstrated that KANK1 inhibits human MPNST cell growth in the mouse xenograft model.

### *KANK1* gene restoration inhibits cell growth by inducing apoptosis

Cell growth inhibition could be caused by either slow cell proliferation or increased cell death. In HEK293 cells, it was found that KANK1 was able to induce G_0_/G_1_ arrest upon KANK1 expression^19^. To elucidate the cellular mechanism of KANK1 inhibition on MPNST cells, we first analyzed cell cycle alterations using BrdU pulse S-phase labeling. Contrast to previous reports in HEK293 cells^19^, we did not find statistically significant differences between doxycycline-induced and untreated cells for any cell cycle phases in both 10% and 0.5% FBS conditions from day 2 to day 4 (Supplementary Fig. S4). Next, we went on to analyze apoptosis. As expected, we found increased apoptotic cell population in the doxycycline-induced cells using flow cytometry analysis with Annexin V staining in 0.5% FBS culture condition (Fig. 3a,b,d,e). To verify the increase in apoptosis, we performed Western blot analysis using anti-caspase 3 antibody, which was able to detect both procaspase 3 and cleaved caspase 3. Consistently, cleaved caspase 3 levels were found higher in doxycycline-treated MPNST cells compared to untreated controls (Fig. 3c,f). Similar with the increased apoptosis in cell culture, the cleaved caspase 3 was detected in the xenograft KANK1 expressing STS26T cells in mice (Fig. 2i,j, and Supplementary Fig. S5), while no statistical significant change was found with the cell proliferation marker, PCNA (Fig. 2k,l). To further verify apoptosis, we examined cell nucleus morphology using Hoechst 33342 staining. More condensed nuclei were found in the doxycycline treated cells (Supplementary Fig. S6). All these results demonstrate that KANK1 inhibits cell growth through apoptosis.

### Identification of *CXXC5* as one of the KANK1 downstream genes

Apoptosis is one of the common pathways for programed cell death, and it involves many genes^31^. To better understand gene expression changes in KANK1-expressed cells, and how KANK1 interacts with apoptosis machinery, we employed RNA-seq analysis. To detect early gene expression alterations, and to avoid late changes resulting from apoptosis, we chose to examine our cells at 48 hours after doxycycline treatment, since the observed cell growth inhibition effect was usually overt around the fourth day (Fig. 1b,e). Three replicates of doxycycline induced and un-induced cells were sequenced. 

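The sequenced cells were STS26T, a human malignant peripheral nerve sheath tumor cell line, carrying a KANK1 transgene behind a doxycycline-inducible promoter. In each group 3 cultures were grown for 48 hours, either with 1 μg/ml doxycycline or without it. The authors trimmed the reads by quality, mapped them to GRCh38 with TopHat2 and counted them per transcript with HTSeq on the annotation of Ensembl release 81. They deposited raw counts, without normalization, for 176390 transcripts. A read was counted for every transcript it fits, so that transcripts of a gene share reads and are not independent measurements. Of the 176390 transcripts, 161756 were matched by identifier to GENCODE release 44, where they belong to 40880 genes. Transcripts with too few counts were removed with edgeR's filterByExpr (min.count 10), which left 145151. Library sizes were normalized by edgeR's TMM method, and the cells with and without doxycycline were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over all 145151 transcripts. A transcript was called differentially expressed at an adjusted p-value under 0.1, the paper's threshold, and a gene when any of its transcripts was called. A change of more than 2-fold is an absolute log2 fold change above 1. For a single gene, an exact two-sided permutation test of 3 libraries against 3 cannot give a p-value under 0.1.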

About 30 million 100 bps paired-end reads per sample were generated and mapped to the reference human genome GRCh38.p5. 

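The deposited counts summed to 402002211, 361841441 and 388985458 in replicates 1, 2 and 3 without doxycycline. With doxycycline they summed to 435584900, 416381836 and 460467541. A read enters these sums once for each transcript it fits, so they are not numbers of reads. Over the transcript with the highest count in each gene, the sums ran from 77322818 to 86447420 without doxycycline and from 90478256 to 99526177 with it. The KANK1 transcript ENST00000354485 held 1152, 1089 and 1549 counts without doxycycline and 99387, 99204 and 120416 with it. Across the 145151 transcripts, which are not independent replicates, Pearson's r of log2 CPM (counts scaled to library size by edgeR) between replicate 3 without doxycycline and each other library lay from 0.959 to 0.965. Between the remaining libraries r lay from 0.984 to 0.994. Of 28651 genes, each represented by its transcript with the highest count, 3742 were more than 2-fold apart between replicate 3 without doxycycline and the mean of the other 2 replicates without it. Replicates 1 and 2 without doxycycline were more than 2-fold apart in 1083 genes, and pairs of replicates with doxycycline in 648 to 810 genes. The common biological coefficient of variation estimated by edgeR was 0.199.

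**Figure D1:**
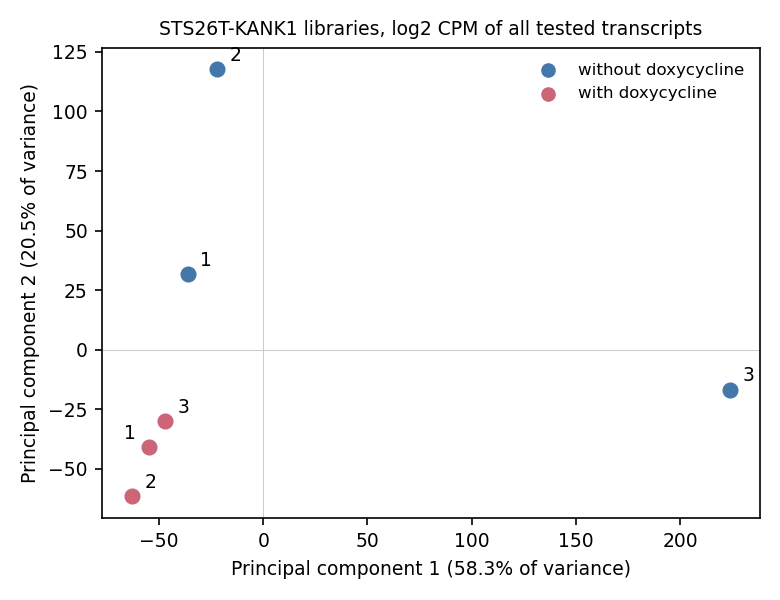
The first principal component (58.3% of the variance) and the second (20.5%) of log2 CPM over the tested transcripts, with a point for each library, its replicate number, and a color for the presence of doxycycline. Replicate 3 without doxycycline lies at 223.9 on the first component, and the other 5 libraries lie from -62.9 to -22.4.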

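Of the 145151 transcripts tested, 10 had an adjusted p-value under 0.1 in edgeR's quasi-likelihood test, and they belonged to 3 genes. These were KANK1 with 7 transcripts, ENSG00000227914, a long non-coding RNA gene within the KANK1 locus, with 2 and PPFIBP1 with 1. At an unadjusted p-value under 0.05 there were 22418 transcripts. Another 1110 transcripts had an adjusted p-value from 0.1 to 0.15. The values with doxycycline lay all above or all below those without it in 26.8% of the tested transcripts, against 10% by chance. With DESeq2, the package named in the paper's methods, 10124 transcripts had an adjusted p-value under 0.1 in the Wald test. Those with a matched gene belonged to 3065 genes, and the 3 genes above were among them. The alternative that moved the counts most was limma's voom with a weight for each library, which was chosen after the values were seen. It gave 20677 transcripts and 5834 genes, 2984 of them shared with the 3065, and its weight for replicate 3 without doxycycline was 0.106 against 1.01 to 2.68 for the other libraries. When each library was left out in turn, between 2 and 5211 genes were called, the most without replicate 3 of the cells without doxycycline. With replicate number as a block, 9 transcripts of 2 genes were called. The deviations of libraries with the same replicate number from their group means correlated at 0.0281, -0.0609 and 0.0460 across transcripts for replicates 1, 2 and 3, so the replicate numbers marked no pairs that varied together.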

After quantifying and comparing gene expression levels, we identified 3,578 genes that were differentially expressed in doxycycline-induced KANK1 expressing cells versus control cells. Among these genes, 2,144 genes were upregulated and 1,434 genes were downregulated (Supplementary File S1). 

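All 3 genes called by edgeR were higher with doxycycline and 0 were lower. At an unadjusted p-value under 0.05, 12647 transcripts were higher and 9771 were lower. The smallest adjusted p-value among transcripts that were lower with doxycycline was 0.131 (edgeR). DESeq2's Wald test called 1835 genes higher and 1230 lower. Without replicate 3 of the cells without doxycycline, edgeR called 3034 genes higher and 2177 lower.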

For most of the differentially expressed genes, the alteration levels were mild (less than 2 fold). 

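Each of the 3 genes called by edgeR changed more than 2-fold, so that 0% changed less (95% Wilson confidence interval 0 to 56.1%, which covers counting error only). Among the 22418 transcripts with an unadjusted p-value under 0.05, 89.0% changed less than 2-fold. Of the 3065 genes called by DESeq2's Wald test, 83.8% changed less than 2-fold on the called transcript with the largest change.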

We only identified 88 annotated genes whose expression levels were changed more than two-fold. 

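On the called transcript with the largest change, 3 genes passed 2-fold with edgeR, 498 with DESeq2's Wald test and 114 when DESeq2 shrank the fold changes with its zero-centered normal prior. The paper's Supplementary File S1 lists 88 genes in this class, each by a single transcript, and 87 of these transcripts matched the annotation used here. In edgeR all 87 changed in the listed direction by more than 2-fold, and all had an unadjusted p-value under 0.05. Their adjusted p-values had a median of 0.138 and a maximum of 0.161, and 2 of them (KANK1 and PPFIBP1) were under 0.1. Since the list consists of the paper's own calls on these libraries, this shows no stability. The listed transcript was the one with the highest count in 13 of the 87 genes and, in DESeq2 with the prior, the one with the largest change among the gene's called transcripts in 76. With the highest-count transcript in its place, 25 of the 87 genes passed 2-fold in DESeq2 with the prior. Retained-intron transcripts made up 29.9% of the listed transcripts and 17.1% of the tested ones. The median GC content was 63.9% in the listed transcripts and 49.7% in the tested ones.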

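The entries for mir-423 (ENST00000362201) and mir-3184 (ENST00000586878) both cover chromosome 17 of GRCh38 from 30117079 to 30117172, on opposite strands. In the annotation used here ENST00000586878 is a long non-coding RNA, and the MIR3184 gene lies from 30117086 to 30117160. Both entries hold the same count in all 6 libraries, namely 489, 463 and 540 without doxycycline and 185, 131 and 276 with it, so they are a single measurement. It was 1.28 ± 0.0359 CPM (SD, n = 3) without doxycycline and 0.451 ± 0.144 CPM (SD, n = 3) with it. The log2 fold change was -1.50 with a standard error of 0.228 (adjusted p = 0.138, edgeR). The 3 values with doxycycline lay below the 3 without it (exact permutation test, two-sided, p = 0.1, the smallest possible). The interval lies within NSRP1, from 30115521 to 30186475 on the strand of mir-423, and all 16 tested NSRP1 transcripts were also lower, by log2 fold changes of -0.86 to -0.43. DESeq2's Wald test gave the microRNA entries an adjusted p-value of 7.37e-07, and over the alternatives it ranged from 7.03e-07 to 0.689.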

Eighty five of them were upregulated, and two microRNAs (mir-423 and mir-3184) were downregulated (Fig. 4a and Supplementary File S1). To identify key genes related to apoptosis, we performed literature searches for genes that have been reported to regulate apoptosis. 

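For CXXC5, NME3, BAD, SIVA1 and FASTK, the transcripts listed in the paper's Supplementary File S1 were examined first. The CXXC5 transcript ENST00000511591 (chromosome 5 of GRCh38, 139679683 to 139680547) had 0.260 ± 0.102 CPM (SD, n = 3) without doxycycline and 1.11 ± 0.206 CPM (SD, n = 3) with it. Its log2 fold change was 2.08 with a standard error of 0.291 (adjusted p = 0.131, edgeR). The NME3 transcript ENST00000564252 (chromosome 16, 1770649 to 1771323), a retained-intron form, rose by a log2 fold change of 2.21 (standard error 0.332, adjusted p = 0.137). The BAD transcript ENST00000544271 (chromosome 11, 64276761 to 64284704), also a retained-intron form, rose by 1.85 (standard error 0.346, adjusted p = 0.146). The SIVA1 transcript ENST00000553810 (chromosome 14, 104753160 to 104757312) rose by 1.44 (standard error 0.226, adjusted p = 0.138). The FASTK transcript ENST00000465272 (chromosome 7, 151076626 to 151077155), a retained-intron form, rose by 1.52 (standard error 0.159, adjusted p = 0.131). For each of the 5, the 3 values with doxycycline lay above the 3 without it (exact permutation test, two-sided, p = 0.1, the smallest possible). None of the 5 reached an adjusted p-value under 0.1 with edgeR, while each did with DESeq2's Wald test, where the adjusted p-values ran from 4.68e-12 for FASTK to 2.35e-05 for BAD. Over the alternatives, the adjusted p-values of the 5 reached up to 0.689. On the transcript with the highest count, the log2 fold change was 2.14 for NME3, 1.18 for SIVA1, 1.11 for BAD, 0.61 for CXXC5 and 0.35 for FASTK.

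**Figure D2:**
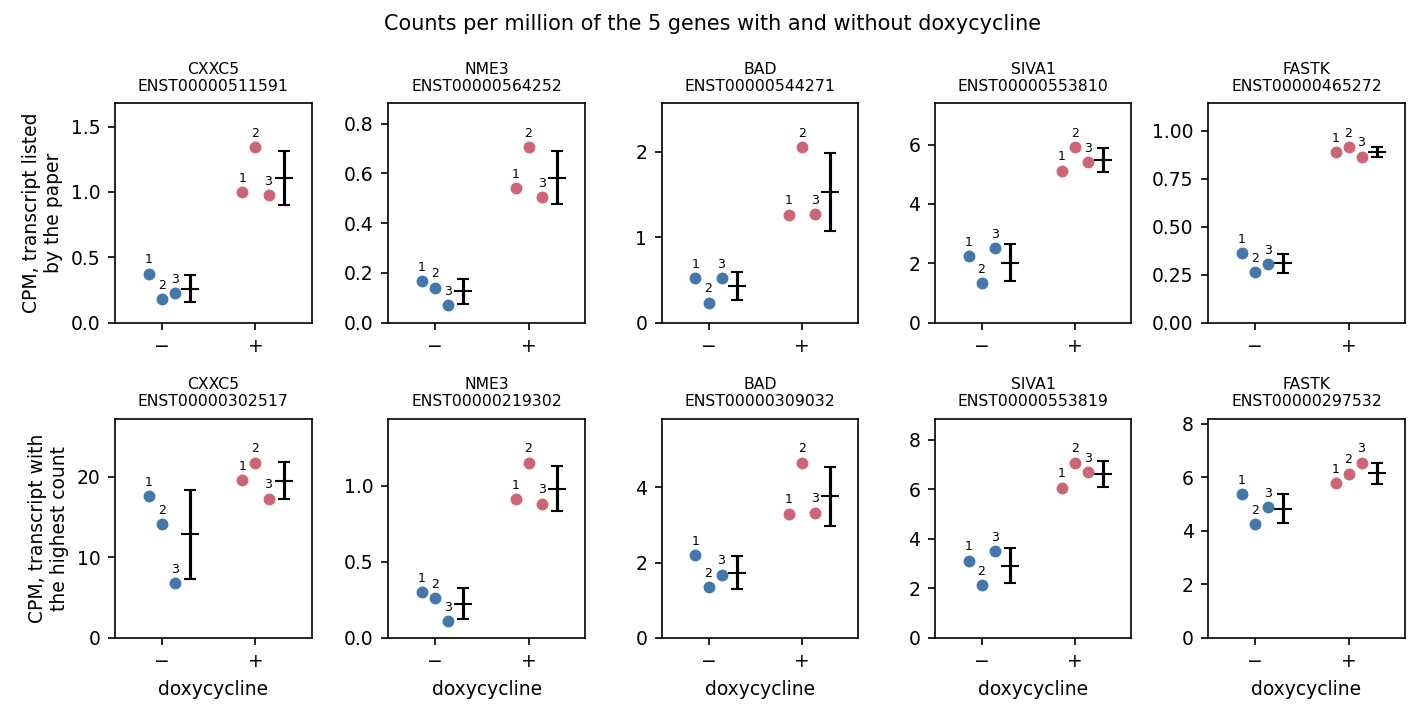
CPM of the 5 genes in each library without (−) and with (+) doxycycline, for the transcript listed by the paper (top) and the transcript with the highest count (bottom). Points carry the replicate number, and bars give the mean and SD of 3 libraries. In the listed transcripts every value with doxycycline lies above every value without it, while in the highest-count CXXC5 transcript the groups overlap.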

We identified 5 genes: *CXXC5, NME3, BAD, SIVA1* and *FASTK* (Fig. 4a). Using quantitative RT-PCR (QRT-PCR), we were able to confirm changes in expression levels of three out of these five genes in an additional set of KANK1-inducible cells (Fig. 4b). Among these three genes, *CXXC5* mRNA levels were most significantly upregulated upon *KANK1* induction (Fig. 4a,b). Moreover, an increase of CXXC5 at the protein level was detected in both KANK1-inducible STS26T and S462 cells (Fig. 4c,d). 

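Among CXXC5, BAD and SIVA1, the listed CXXC5 transcript had the smallest unadjusted p-value in edgeR. By p-value it ranked 199 among the tested transcripts, SIVA1 ranked 379 and BAD 1045. Without replicate 3 of the cells without doxycycline, the adjusted p-value was 0.0150 for SIVA1 and 0.0173 for CXXC5 (edgeR), so that their order turned. With DESeq2's Wald test CXXC5 kept the smaller one, at 1.48e-08 against 6.43e-07. Over the alternatives the adjusted p-values of CXXC5 ran from 1.48e-08 to 0.689. All 16 tested CXXC5 transcripts were higher with doxycycline, by log2 fold changes from 0.29 to 2.08, and 0 had an adjusted p-value under 0.1. Those under 2-fold were ENST00000302517 (0.61), ENST00000511048 (0.59), ENST00000515038 (0.57) and ENST00000505812 (0.29). All the remaining ones, which share reads, rose by 1.34 to 2.08. The listed transcript held 148, 64 and 94 counts without doxycycline and 427, 554 and 447 with it, 1734 counts in all. The highest-count transcript, ENST00000302517, held 6955, 5023 and 2815 counts without doxycycline and 8372, 8979 and 7911 with it, 40055 in all. Its log2 fold change had a standard error of 0.317 (adjusted p = 0.390, edgeR). The lowest of these counts came from replicate 3 without doxycycline, and how much of the change rests on that library was not tested. From its RNA-seq and the upregulation of CXXC5, the paper reasons that CXXC5 might be a key mediator of the apoptosis that KANK1 induces, and it then tests this by CXXC5 knockdown (Fig. 5).

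**Figure D3:**
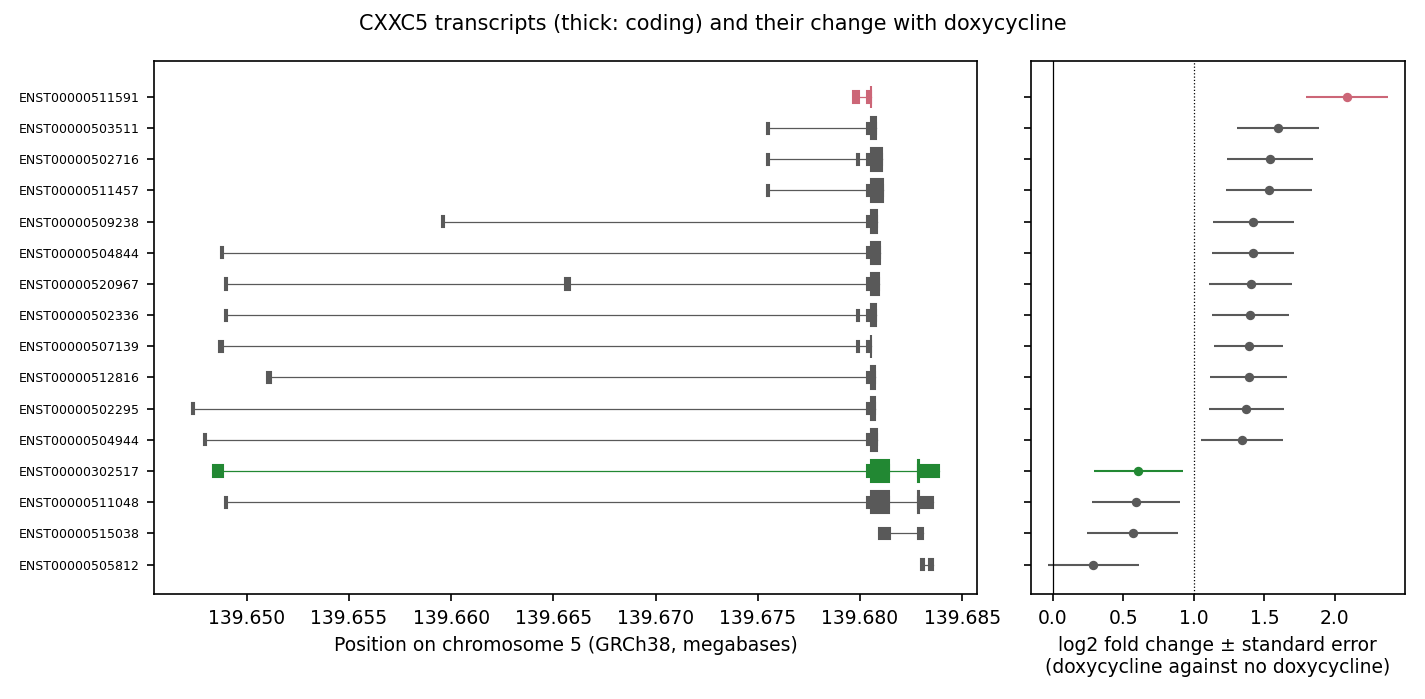
Exons of the 16 tested CXXC5 transcripts on chromosome 5 (left; thick boxes are coding) and their log2 fold change with standard error, with doxycycline against without (right; the dotted line marks 2-fold). The transcript listed by the paper, at 2.08, is in red and the highest-count transcript, at 0.61, in green.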

To further confirm that CXXC5 is regulated by KANK1, we first examined CXXC5 protein when KANK1 is overexpressed in HEK293T cells, and found CXXC5 protein was increased when KANK1 was expressed (Supplementary Fig. S7). Consistent with our finding that KANK1 can induce CXXC5 expression, we found that CXXC5 protein level was lower in KANK1 stable knockdown HEI-193 cells, compared to the non-silencing control cells (Fig. 4e,f). Lastly, we also detected upregulated CXXC5 protein in the doxycycline-induced mouse xenografted tumors (Fig. 2g,h), suggesting that CXXC5 acts in a downstream manner to KANK1 *in vivo*.

### CXXC5 is one of the mediators of KANK1 induced apoptosis

CXXC5 was recently reported as a player in regulating apoptosis^23^. Based on our results of RNA-seq and KANK1-mediated upregulation of CXXC5, we reasoned that CXXC5 might be a key mediator for the KANK1-induced apoptosis. To confirm this, *CXXC5* knockdown stable cell lines were generated on top of KANK1-inducible stable cells using anti-*CXXC5* shRNAs reported previously^24^. The CXXC5 knockdown efficiency was confirmed by Western blot (Fig. 5). To elucidate whether CXXC5 is required for KANK1-induced apoptosis, we examined apoptosis in the CXXC5 knockdown cell lines with or without doxycycline treatment. With flow cytometry using Annexin V staining, we found apoptotic cells were reduced in the *CXXC5* knockdown cells compared to the non-silencing control under the condition of KANK1 restoration (Fig. 5a). We were also able to confirm that CXXC5 silenced cells had lower levels of cleaved caspase3 (Fig. 5b). Furthermore, we performed immunohistochemistry on the xenografted MPNST tumors, and found a higher level of CXXC5 protein expression and more apoptotic cells in KANK1-expression tumors from doxycycline treated mice (Fig. 2g–j). Together, our results demonstrated that CXXC5 is one of the downstream mediators in KANK1-induced apoptosis.

## Discussion

Although MPNST is a rare disease in humans, it represents 3–10% of all soft-tissue sarcomas^1^. The prognosis of this malignancy is poor due to its invasive nature and limited treatment options. Currently, there are no targeted therapies available mainly because of the lack of suitable targets, which are usually cancer driver genes. In this study, we showed that KANK1 inhibits cell growth by inducing apoptosis upon restoring *KANK1* expression in human MPNST cells. Using RNA-seq, an unbiased analysis, we identified *CXXC5* as a KANK1 downstream gene and demonstrated that *CXXC5* is a mediator for KANK1-induced apoptosis. Our results not only suggest that *KANK1* may function as a TSG, but also reveal a new molecular mechanism on how *KANK1* regulates apoptosis.

### *Roles of KANK1* as a growth suppressor through apoptosis

*KANK1* has been reported as a growth suppressor in human HEK293 cells, and ectopic expression caused G_1_/G_0_ arrest after transient transfection^19^. Similarly, a recent study with glioma cell lines confirmed that *KANK1* transient re-expression was able to block cells in the G_1_/G_0_ phase^32^. Although cell growth suppression is consistent with previous reports, G_1_/G_0_ cell cycle arrest was not seen in our doxycycline-inducible stable MPNST cells. We did not detect any statistically significant alterations in different phases of the cell cycle, even with BrdU labeling (Supplementary Fig. S4). One possible explanation for the differences is due to different types of cells, but more likely this discrepancy might result from the level and duration of *KANK1* expression. Instead of transient transfections, we employed a doxycycline-inducible system. Moreover, we chose 1 μg/ml, a relatively low dose of doxycycline to induce KANK1 expression (Fig. S2). Thus, the artificial effects of high level of gene expression is controlled. As overall cell growth inhibition can be achieved through either a slower proliferation rate (G2/M reduction), or an increased rate of cell death, we hypothesized that cell death may explain *KANK1*’s growth suppression. Indeed, we were able to detect increased apoptosis in the KANK1*-*induced MPNST cells. In addition, higher levels of cleaved caspase 3 was detected in our mouse xenograft tumors, suggesting that *KANK1* restoration is able to induce apoptosis *in vivo*. Since both STS26T and S462 showed similar responses to *KANK1* restoration, and the two cell lines possess *NF1* or *TP53* mutations, respectively^29^, *KANK1* most likely induced apoptosis in a TP53-independent/NF1-independent manner. This is particularly important considering the high frequency of *TP53* and *NF1* mutations in human cancers. In a recent study with nasopharyngeal cancer cell lines, epigenetically silenced *KANK1* was reactivated by the demethylating agent Decitabine (5-aza-2′-deoxycytidine)^33^. The re-expressed *KANK1* by 5-aza-CdR treatment can reduce cell proliferation and increase apoptosis^33^, suggesting KANK1 might be an option for MPNST therapeutics.

### *CXXC5* mediates *KANK1* cell growth inhibition

Currently, on the molecular level it is known that KANK1 interacts with KIF21A, BAIAP2 (IRSP53), 14-3-3 s, BIG1, beta-catenin, and Liprin β1, and regulates actin polymerization and cell migration^21^,^34^,^35^,^36^,^37^. However, none of these signaling pathways except beta-catenin directly explains apoptosis induced by *KANK1*. To elucidate the molecular pathways in which KANK1 induces apoptosis, we performed RNA-seq, and identified *CXXC5* as one of the KANK1-induced apoptosis genes. CXXC5 is a member of the protein family that contains a ZF-CxxC domain, which is characterized by two conserved cysteine-rich clusters that bind two Zn^2+^ ions^38^. *CXXC5*, also known as *RINF* (retinoid-inducible nuclear factor), was first identified as an important gene for human myelopoiesis, and is frequently lost in myeloid leukemia^24^. *CXXC5* can be induced by BMP signaling and interacts with Dishevelled (Dvl), a Wnt-signaling intermediator^39^. It has been reported to be involved in an apoptosis pathway^23^, and the higher CXXC5 expression level was associated with increased apoptosis in primary leukemia^40^. This is consistent to our observation that KANK1-induced apoptosis is partially mediated by CXXC5. KANK1 is known to be a shuttle protein for beta-catenin’s nucleo-cytoplasmic translocation^36^, additionally beta-catenin is known to be able to bind to the *CXXC5*′s promoter^41^, therefore, it is likely that KANK1 and beta-catenin bind directly to the promoter of *CXXC5*, and regulate its expression at the transcriptional level. Furthermore, since knockdown of *CXXC5* alone did not completely abrogate KANK1 induced apoptosis, it will be interesting to identify other mediator genes downstream of *KANK1*, such as *SIVA1* and *BAD*, in the future.

Overall, our experimental results provide evidence for *KANK1* as a tumor suppressor in human MPNST cells, and elucidate a new mechanism of *KANK1* cell growth suppression. Additional animal models of KANK1 are needed for further evaluating *in vivo* tumor suppressor functions of KANK1. We have already created a few loss-of-function zebrafish *kank1a* and *kank1b* mutants using CRISPR, and are currently investigating *KANK1’*s tumor suppressor capacity.

## Materials and Methods

All methods were carried out in accordance with relevant guidelines and regulations. All experimental protocols using cell lines, plasmid constructs, and animal manipulation protocols were approved by Purdue University institutional review board (IRB protocol # 12-029). NOD/SCID/IL2RG^Null^ mice used in this study were purchase from Jackson Laboratory and maintained at the Purdue animal housing facility, which is an AAALAC-approved animal facility. All animal related experiments were carried out according to the protocols approved by the Purdue Animal Care and Use Committee (PACUC) (Protocol # 1301000800).

### Cell lines and cell culture

The human malignant peripheral nerve sheath tumor cell lines, STS26T and S462, were kindly provided by Dr. George De Vries, and Dr. Karen Cichowski, respectively. The immortalized neurofibroma cell line HEI-193^30^ was purchased from ATCC, American Type Culture Collection. All three cell lines were authenticated by ATCC using short tandem repeat profiling. Cells were grown in DMEM with 10% heat inactivated fetal bovine serum (FBS), penicillin (100 IU/ml), and streptomycin (100 μg/ml). For the low serum culture condition, all medium components remain the same except 0.5% FBS was used instead of 10% FBS. All cell cultures were carried out at 37 °C in a humidified 5% CO_2_ atmosphere.

### Plasmid constructs

The *KANK1* cDNA without a stop codon in pENTR223 was purchased from DNASU (HsCD00516496). A full-length sequence of *KANK1* with a stop codon was amplified by PCR using the purchased clone as a DNA template, and sub-cloned into pEN_TTmcs (Addgene #25755), pLX301, and pSLIK-Neo, which were purchased from Addgene (#25895 and #25735). pLIX405 was modified from pLIX403 (Addgene #41395) by replacing the V5 tag with EGFP. The pSlick-Neo-*KANK1*, pLIX405-*KANK1*, and pLX301-KANK1 were created using Gateway LR Clonase II. *KANK1* shRNA V2LHS-50967 (KANK1-sh-1), *KANK1* shRNA V2LHS-50970 (KANK1-sh-2), and a non-silencing (NS) control GIPZ plasmid (RHS4346) were purchased from GE Dharmacon. *CXXC5* shRNA TRCN0000144558 (*CXXC5*-sh-1), TRCN0000142729 (*CXXC5*-sh-2), and a non-silencing control (NS) pLKO.1-vector were purchased from Sigma-Aldrich.

### Stable cell line generation

Lentiviral particles were prepared in HEK293T cells by co-transfecting the *KANK1* cDNA or shRNA plasmid with pCMV-VSV-G and pCMV-dR8.2. Culture medium containing lentiviral particles was harvested 48–72 hours post transfection to subsequently infect MPNST and neurofibroma cells. At 48 hours after infection, cells were subject to puromycin (2 μg/ml) or G418 (200 μg/ml) selection for about 2 weeks to establish stable cells. Western blot and QRT-PCR were performed to test gene expression or knocked-down cells.

### MTT cell growth assay

Tumor cells were seeded into 96-well plates with 1000 cells in each well, and cultured in a 37 °C incubator overnight. In the experimental wells, 1 μg/ml doxycycline was added to induce KANK1 expression. On the second day, cells were washed twice with PBS, and incubated with MTT (0.5 mg/ml) for 4 hours. Then, crystalized purple-colored formazan in cells was dissolved by adding 100 μl DMSO per well. Optical density at 595 nm was recorded using a plate spectrophotometer (Bio-TEK). For each cell line or experimental condition, at least 3 replicates were performed at each time point.

### Plate colony formation assay

For each treatment condition, 1,000 cells were seeded into a 6 cm diameter cell culture plate, and incubated for 24 hours at 37 °C. Fresh medium with doxycycline (1 μg/ml) was changed every 3 days to maintain constant KANK1 expression. Three weeks later, cells were fixed and stained with 0.25% crystal violet solution. After washing the plates with water, the cell colonies were imaged and counted using GelDoc-IT2 imaging system (UVP). Cell colonies with a diameter of more than 0.2 mm were counted as positive dots.

### Western blotting and antibodies

All treated cells were harvested and lysed using RIPA buffer with 0.5 mM PMSF. Cell debris was removed by centrifuge before quantification using Bradford Protein Assay Kit (IBI Scientific). About 20–50 μg of protein was loaded per well on 8–15% SDS-PAGE gel, depending on the expected protein sizes. Proteins in gels were then transferred to polyvinylidene fluoride membranes, which were subject to immunoblotting. Signals were detected using ECL Western Blotting Substrate Kit (Pierce). Images were collected using G:Box XR5 imaging system (Syngene). Primary antibodies: KANK1 (Santa Cruz, sc-135113), CXXC5 (Proteintech, 16513-1-ap), Caspase 3 (Santa Cruz, sc-7148), and ACTB (Santa Cruz, sc-47778). Secondary antibodies: anti-mouse (Proteintech sa00001-1) and anti-rabbit (Proteintech sa00001-2).

### Flow cytometric analyses

Cells were prepared and cultured at least two days before each experiment. To analyze apoptosis, the Annexin V dead cell apoptosis kit (ThermoFisher) was used following the manufacturer’s instruction. Flow cytometric analyses was performed using FACSCanto II. For cell cycle analysis, BrdU was employed to label the cells in S phase. Briefly, cells were incubated with 10 μg/ml BrdU for 30 minutes, and then fixed in 75% ethanol. The cells were treated with 3 N HCl with 0.5% Triton X-100 for 20 minutes to denature the gDNA and permeabilize the cells. Then, the cells were neutralized with 0.1 M Na_2_B_4_O_7_ pH8.5. Finally, the cells were stained with anti-BrdU, and secondary antibody conjugated with Alexa Fluor^®^ 647. The cells were run through a flow cytometer, and data were analyzed using FlowJo.

### Immunohistochemistry (IHC) staining and antibodies

IHCs were performed using Vectastain Elite ABC kit (Vector Laboratories) according to the manufacturer’s instruction. Xenograft tumors from mice were imbedded in paraffin, and tissue sections on slides were conducted by the Purdue Histology and Phenotyping Laboratory. All the stained sections were counterstained with Mayer’s hematoxylin. Protein expression was imaged with Zeiss Axio Imager 2 microscopy. Antibodies used for the detection of proteins were the same as the ones used for Western blotting.

### Cell nucleus morphology

About 1 × 10^5^ cells were plated and cultured with or without doxycycline in a 12-well plate. After 48 hours, cell cultural medium was removed, and cells were washed in PBS three times. Cells in PBS with Hoechst33342 (Sigma, B2261) at the concentration of 5 ug/ml was added, and were incubated for 10 minutes at room temperature. Then, staining solution was removed, and cells were washed with PBS three times before imaging. Cells were visualized and imaged using a fluorescence microscope (DMi8, Leica, USA) with a DAPI filter (450 nm). Cells with condensed nuclei were counted as apoptotic cells. Three microscopic views were analyzed for each condition. Apoptotic rates in both doxycycline treated and untreated groups were calculated with student t-test.

### Mouse xenograft experiment

About 1 × 10^7^ STS26T cells (STS26T-pLIX405-KANK1) were mixed with matrigel, and injected subcutaneously in four sites on each mouse (shoulder and upper hind legs of both sides). In total, six mice were injected. Control mice were given fresh water daily, while experimental mice were given water containing 200 μg/ml doxycycline beginning at the second week after inoculation. Tumor growth was monitored and/or measured every week until the end of the experiment. Mice were euthanized at end of the sixth week. Tumors were then dissected for volume analysis. For the tumor from each injection site, the length and width of each tumor was measured. The tumor volume was calculated using the formula, V = 1/2 × A × B^2^ (V, tumor volume; A, length in millimeter; B, width in millimeter). Tumor tissues were then fixed with 4% PFA overnight for pathological analysis.

### RNA-seq library preparation and bioinformatics

Three replicates of cells from stable cell line STS26-pLIX405-KANK1 were prepared with or without 1 μg/ml doxycycline treatment for 48 hours. Total RNA was extracted from these cells using AllPrep DNA/RNA/Protein Mini Kit (Qiagen, 80004) following the manufacturer’s instruction. For each sample, 2 μg total RNA was used for RNA-seq library preparation.

Sequencing libraries were constructed from the total RNA using the Illumina TruSeq Stranded mRNA Library Prep Kit mostly as directed by the kit’s direction, but with some modifications. Fragmentation time in the elute-fragment-prime step was reduced from 8 to 4 minutes, resulting in cDNA ranging in length from 100 to 1000 bps. Subsequent AMPure purification was performed at a sample-to-AMPure ratio of 1.8:1 (v/v). The resulting libraries were composed of amplicons largely ranging in length from 200 to 1000 bps. Furthermore, eight cycles of PCR amplification were undertaken rather than the specified 15 cycles. Individual libraries were pooled based on titer using KAPA Library Quantification on an Applied Biosystems Step-One qPCR machine. A single pool of all 6 libraries was clustered on one lane of a HiSeq 2500 High Output 2 × 100 base read chemistry run.

For RNA-seq analysis, we first pre-processed RNA-seq reads using a custom Perl script to remove unreliable reads, and to trim sequences with low quality sections of each read based on following the filtration algorithm as described previously^42^. Any reads with bases uncalled and phred quality score of 2 were rejected. Reads were then trimmed where the quality score value was under 10, or the average score of three continuous bases was under 20. We then mapped the processed reads against the reference human genome (GRCh38) using Tophat2^43^. To quantify number of read counts per transcript, we employed HTSeq^44^ with genome annotation downloaded from Ensembl (release 81), and preformed differential expression analyses using DESeq2 package^45^. Genes with FDR (false discovery rate) less than 10% (adjusted p-value < 0.1), and more than a two-fold change was considered as significant. The RNA-seq original data reported in this paper have been deposited in the NIH Gene Expression Omnibus (GEO) database (accession #. GSE85271).

### Quantitative RT-PCR

Total RNAs were isolated from cells using TRIzol reagent according to the manufacturer’s instruction. For reverse transcription, 2 μg total RNA was used as a template, and cDNAs was synthesized using the Transcriptor First Strand cDNA Synthesis Kit (Roche). QRT-PCRs were conducted using SYBR Green I Master Mix (Roche), following the manufacture’s instruction on Light Cycler 480. Primers (Supplementary Table 1) for each gene were designed to cover all the transcripts, which are located on different exons to avoid potential genomic DNA contamination. PCRs were performed at the following condition: 95 °C, 10 seconds; 60 °C, 15 seconds; and 72 °C, 20 seconds for 40 cycles. Results were analyzed using ΔCt method to calculate relative gene mRNA level^46^.

### Statistical analysis

All statistical analyses were performed using GraphPad Prism 6.0 h. Data in paired groups were analyzed using the paired student *t-*test. Sample differences among groups were analyzed using two-way ANOVA or unpaired student t-test. p < 0.05 was considered to have statistically significant difference.

## Additional Information

**Accession codes:** The RNA-seq original data reported in this paper have been deposited in the NIH GEO database (accession #. GSE85271).

**How to cite this article**: Cui, Z. *et al*. KANK1 inhibits cell growth by inducing apoptosis though regulating CXXC5 in human malignant peripheral nerve sheath tumors. *Sci. Rep.* **7**, 40325; doi: 10.1038/srep40325 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

Supplementary File 1

## Figures and Tables

**Figure 1:**
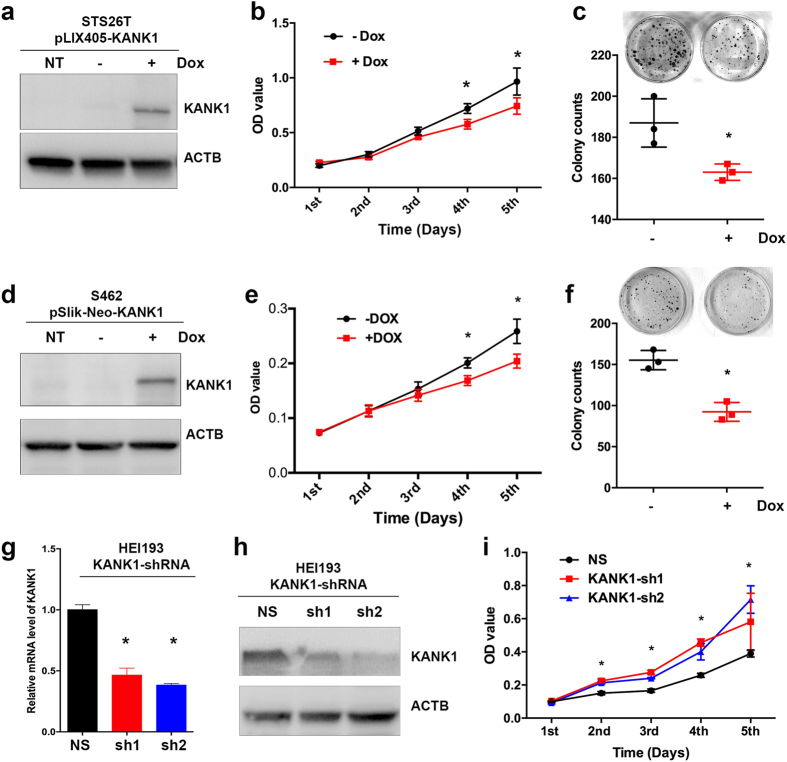
Restoration of *KANK1* in human MPNST cells suppresses cell growth in cell culture. KANK1 gene expression was restored in lentiviral *KANK1* stable STS26T (**a–c**) and S462 (**d–f**) cells using doxycycline. (**a**,**d**) Restoration of KANK1 measured by Western blots in both lines (STS26T & S462). The lentiviral constructs pLIX405-*KANK1* and pSLIK-neo-*KANK1* are labeled above the Western blot gels. NT, non-transfected. ACTB, beta-actin control. (**b**,**e**) MTT assays revealed that cell growth was inhibited by *KANK1* restoration in both cells. Growth curves were created using the optical density values collected over five days. (**c**,**f**) Plate colony formation assay on the STS26T and S462 cells with or without *KANK1* restoration. Crystal violet stained cell colonies (diameter ≥0.2 mm) were counted. (**g**,**h**) HEI-193 cells with *KANK1* knocked-down using shRNAs were confirmed by QRT-PCR (**g**) and Western blot (**h**). NS, non-silencing; sh1 and sh2, *KANK*1-shRNAs. (**i**). MTT assays showed that *KANK1* knockdown is able to promote cell growth. Asterisk (*) shows statistical significance, p < 0.05.

**Figure 2:**
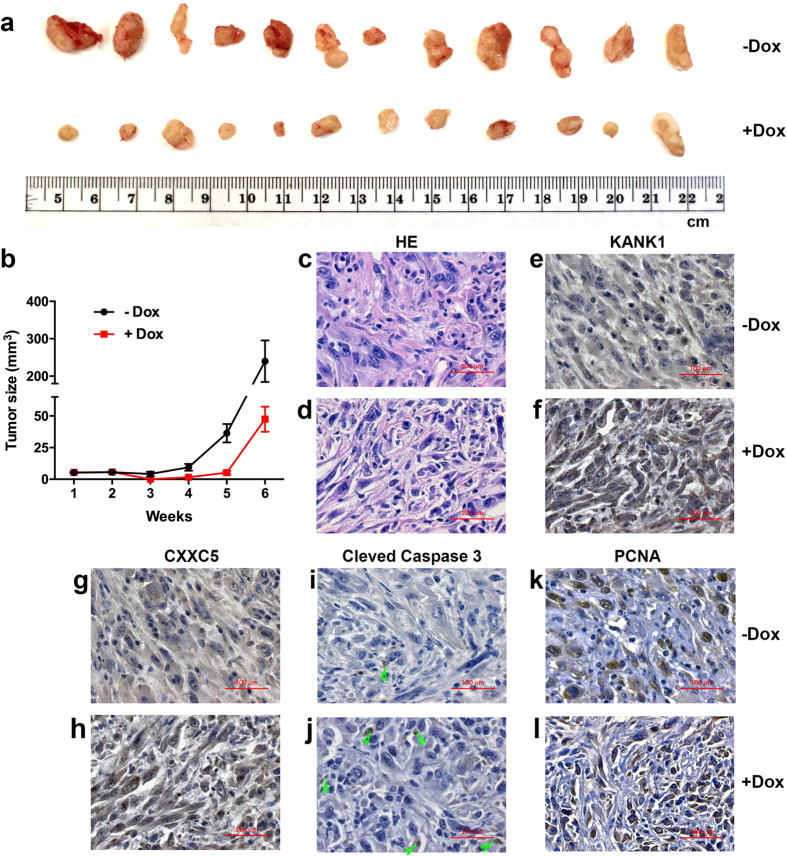
*KANK1* inhibits MPNST growth in xenografted mice. (**a**) Xenografted human MPNST STS26T cells in NOD/SCID mice with (+Dox) and without (-Dox) doxycycline feeding (200  μg/ml). (**b**) Changes in tumor volume over time. p < 0.001 (two-way ANOVA). (**c**,**d**) MPNST histology by hematoxylin and eosin (HE) staining. (**e**,**f**) KANK1 protein in STS26T cells measured by immunohistochemistry. (**g**,**h**) CXXC5 protein in STS26T cells measured by immunohistochemistry. (**i**,**j**) Cleaved caspase 3 measured by immunohistochemistry. Green arrow heads indicate the positively stained cells. (**k**,**l**) PCNA, a proliferation maker, measured by immunohistochemistry. (**e**–**l)** Slides were counter stained with hematoxylin. A scale bar is on the right-bottom corner for each panel (**c**–**l**).

**Figure 3:**
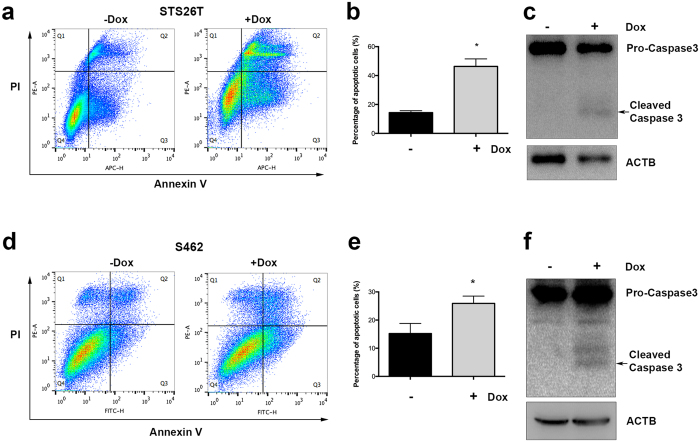
KANK1 inhibits cell growth through apoptosis. (**a**) Representative of three experiment replicates with STS26T. KANK1 expression cells were prepared with (+Dox) and without (−Dox) doxycycline at 1 μg/ml in culture medium. Apoptosis was analyzed with FlowJo after Fluor 647 conjugated Annexin V and PI double-staining flow cytometry. Quadrant I-IV represents dead cell population, early apoptotic cell population, late apoptotic cell population, and live cell population, respectively. (**b**) Statistical analysis showed significant difference between KANK1 expressing and control groups in STS26T. Asterisk (*) shows p = 0.0161. (**c**) KANK1 restoration induced apoptosis measured by cleaved caspase 3 expression. Both control and doxycycline-treated cells were cultured at medium with 0.5% FBS. ACTB, beta-actin control. (**d**) Representative of three experimental replicates with S462 cell line. Flow cytometry was formed using Fluor 488 conjugated Annexin V and PI double staining. (**e**) Statistical analysis showed significant difference between KANK1 expressing and control groups. Asterisk (*) shows statistical significance, p = 0.0087. (**f**) KANK1 restoration induced apoptosis measured by cleaved caspase 3 expression.

**Figure 4:**
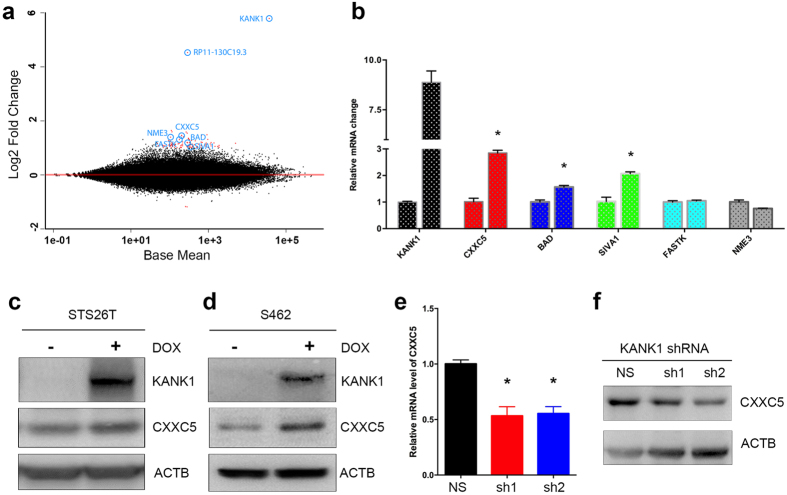
Identification of *CXXC5* as a downstream gene of KANK1. (**a**) Differential gene expression by RNA-seq before and after *KANK1* restoration. Each dot represents the mean expression level plotted against the fold change for a given transcript. Black points are transcripts that are not statistically significant, red points are significant at FDR 10% (adjusted p-value < 0.1), and fold change is greater than 2. *KANK1* and the five apoptosis-related genes are labeled with blue circles. The RP11-130C19.3 is a putative transcripts within *KANK1* gene locus according to the current Ensembl assembly. (**b**) Quantitative RT-PCR validations for *KANK1* and the five apoptosis related genes using the same RNA samples for RNA-seq. Asterisk (*) indicates statistical significance: p = 0.0004 (*CXXC5*), 0.0039 (*BAD*), and 0.0039 (*SIVA1*). (**c**,**d**) CXXC5 protein levels increase when KANK1 is restored in both STS26T and S462 stable cells using doxycycline. ACTB, beta-actin control. (**e**,**f**). *CXXC5* is down-regulated in *KANK1* knock-down HEI-193, by both QRT-PCR (**e**) and Western blot (**f**). NS, stable cell line made using non-silencing shRNA. Asterisk (*) shows statistical significance: p = 0.0065 (NS vs. sh1) and p = 0.0035 (NS vs. sh2).

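KANK1 (ENSG00000107104) lies on chromosome 9 of GRCh38 from 470291 to 746105, and its coding sequence is also carried by the transgene. Its transcript ENST00000354485 rose from 3.23 ± 0.430 CPM (SD, n = 3) without doxycycline to 245 ± 16.0 CPM (SD, n = 3) with it. The log2 fold change was 6.24 with a standard error of 0.147 (adjusted p = 2.29e-05, edgeR), and over the 7 tested KANK1 transcripts it ran from 5.64 to 6.24. The putative transcript (ENSG00000227914), a long non-coding RNA, lies within KANK1 on the opposite strand, from 673478 to 685555. The listed form ENST00000608097 held 4, 3 and 7 counts without doxycycline and 762, 988 and 744 with it. The log2 fold change was 7.30 with a standard error of 0.291 (adjusted p = 0.000699, edgeR). For both genes the 3 values with doxycycline lay above the 3 without it (exact permutation test, two-sided, p = 0.1, the smallest possible). The exons of ENSG00000227914 share 0 bases with KANK1 exons, and the exons of its listed form lie at least 532 bases from the nearest KANK1 exon. The longest stretch of sequence that its transcripts share with KANK1 transcripts is 16 bases.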

**Figure 5:**
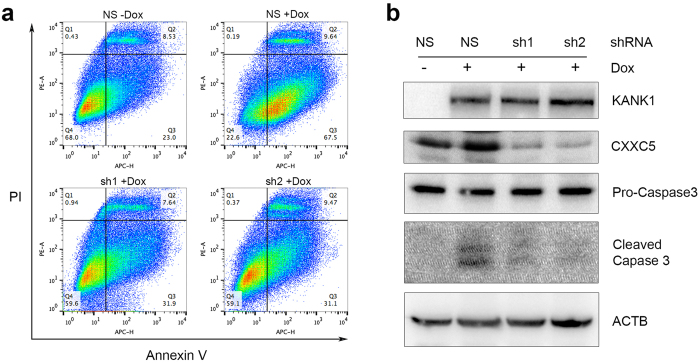
CXXC5 knockdown diminishes KANK1 induced apoptosis. (**a**) Apoptosis measured by flow cytometry using Annexin V and PI in *CXXC5* shRNA stable STS26T cells, and non-silencing control shRNA cells. Quadrant I-IV represents dead cell population, early apoptotic cell population, late apoptotic cell population, and live cell population, respectively. Later apoptotic cell percentage was reduced from 67.5% to ~31% in both *CXXC5* shRNAs infected cells. (**b**) *CXXC5* knockdown rescued KANK1-induced apoptosis, which is evident by reduced expression of cleaved caspase 3. NS, non-silencing shRNA. sh1 and sh2, *CXXC5* shRNAs. Dox, doxycycline (1 μg/ml).

# Supplementary material for: KANK1 inhibits cell growth by inducing apoptosis though regulating CXXC5 in human malignant peripheral nerve sheath tumors
**Source:** Sci Rep. 2017 Jan 9;7:40325. doi: 10.1038/srep40325
**Supplement:** Supplementary Information

# **KANK1 inhibits cell growth by inducing apoptosis through regulating CXXC5 in human malignant peripheral nerve sheath tumors**

Zhibin Cui<sup>1</sup>, Yingjia Shen<sup>2</sup>, Kenny H. Chen<sup>1</sup>, Suresh K. Mittal<sup>1,3,4</sup>, Jer-Yen Yang<sup>3,5</sup>, GuangJun Zhang<sup>1,3,4,6#</sup>

## **SUPPLEMENTARY INFORMATION**

### **Supplementary Figures**

#### **Figure S1. KANK1 frequent loss of DNA copy numbers in human and zebrafish MPNSTs.**

(a). Heat map of human chromosome 9. KANK1 is located on chromosome 9p, which is found to be under-represented in 52 out of 61 human MPNSTs. Green line represents the *KANK1* gene locus, and the vertical black line indicates the centromere of chromosome 9. (b). Both *kank1a* and *kank1b* are located at zebrafish chromosome 5, which is underrepresented in 60% of zebrafish MPNSTs. Samples are sorted top-to-bottom by decreasing deletion amplitude at the respective *KANK1/kank1* locus indicated by a green line. Blue and red bars at the right side of each panel indicate which samples with *KANK1/kank1* losses (blue) or gains (red). Color densities are corresponding to the degree of loss and gain as previously described<sup>1</sup>. (c). KANK1 gene mutations in human cancer genomes. *KANK1* gene analysis using cBioportal (<http://www.cbioportal.org/>). In the MSKCC 2014 data set (black arrow), 3 out of 15 MPNST samples (20%) had deep deletions and 5 out of 15 samples (33%) had shallow deletions.

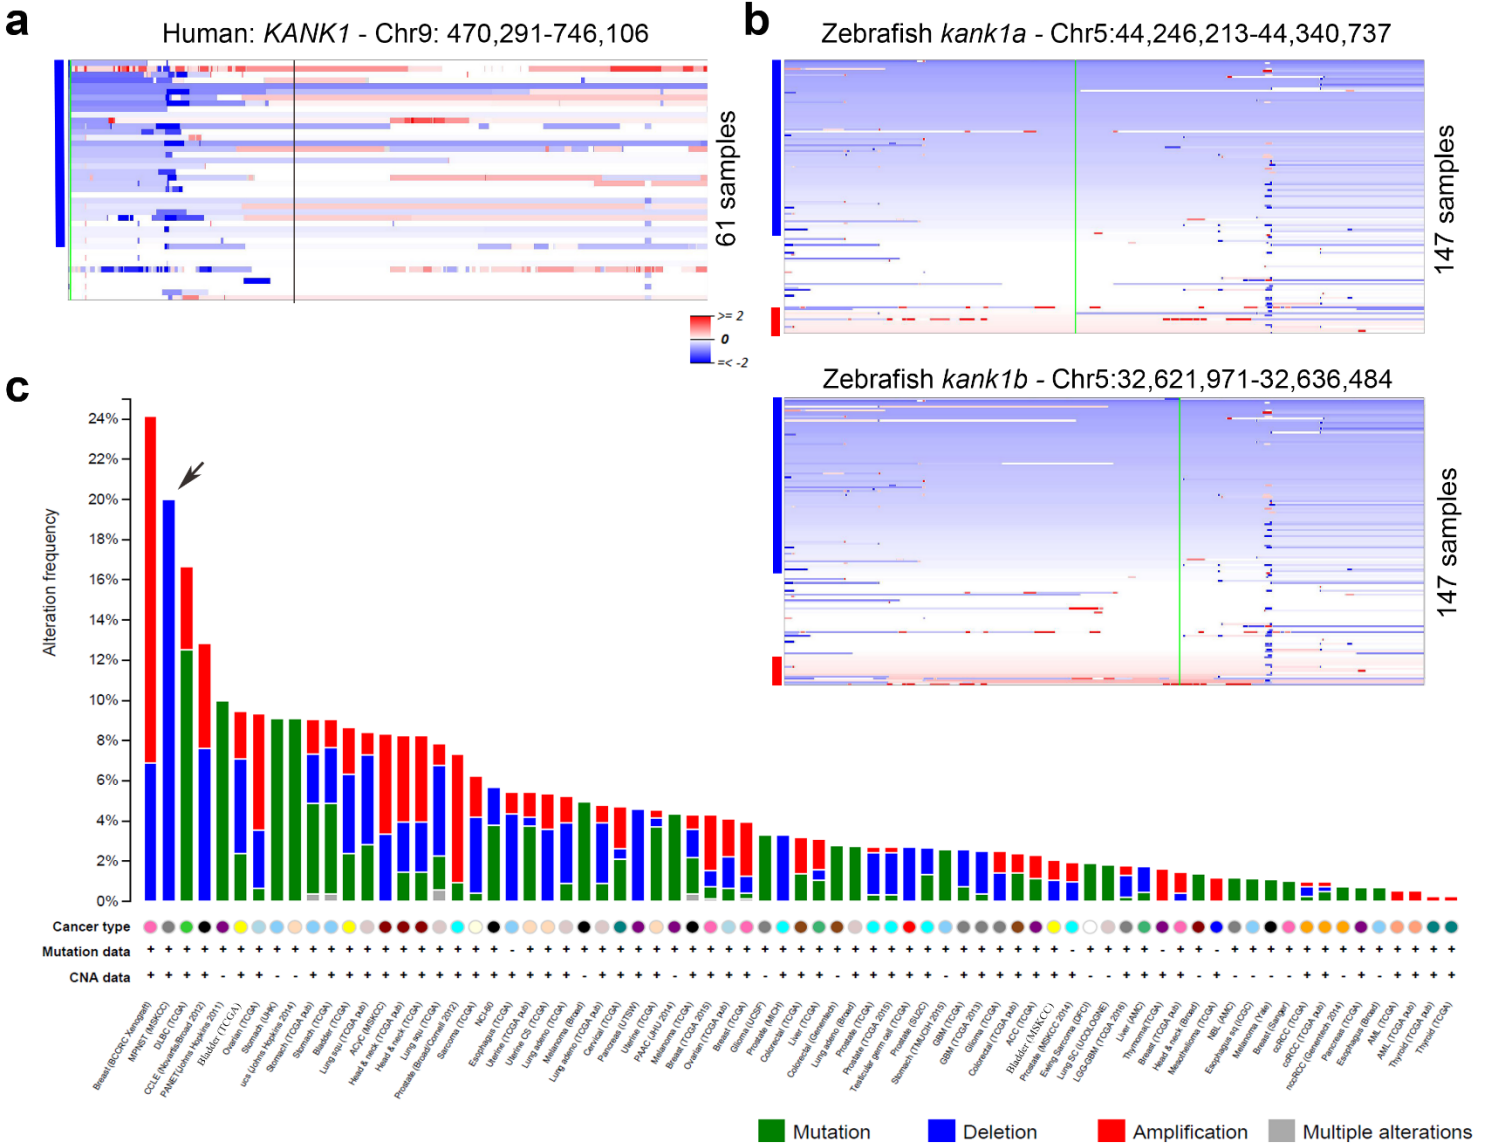

**Figure S2. *KANK1* gene expression is tightly regulated by the dosage of doxycycline treatments.** (a). *KANK1* protein expression in STS26T (pLIX405-*KANK1*) cell is induced by doxycycline (+Dox) in a dose-dependent manner. ACTB, beta-actin control. (b). EGFP expression (fused at the C-terminus of *KANK1*) level (brightness) is also roughly corresponding to the dosage of the doxycycline under a fluorescence microscope. (c). *KANK1* expression is reversible upon remove of doxycycline. Stable STS26T cells were treated with doxycycline at the first day and the doxycycline was withdrawn from culture medium at the fourth day. (d). MTT assay showed STS26T cell growth inhibition at different concentrations of doxycycline. (e). Plate colony formation assay with or without doxycycline at 1µg/ml. Cells were cultured in the medium with 0.5% FBS. Asterisk (\*) shows statistical significance,  $p = 0.0063$ .

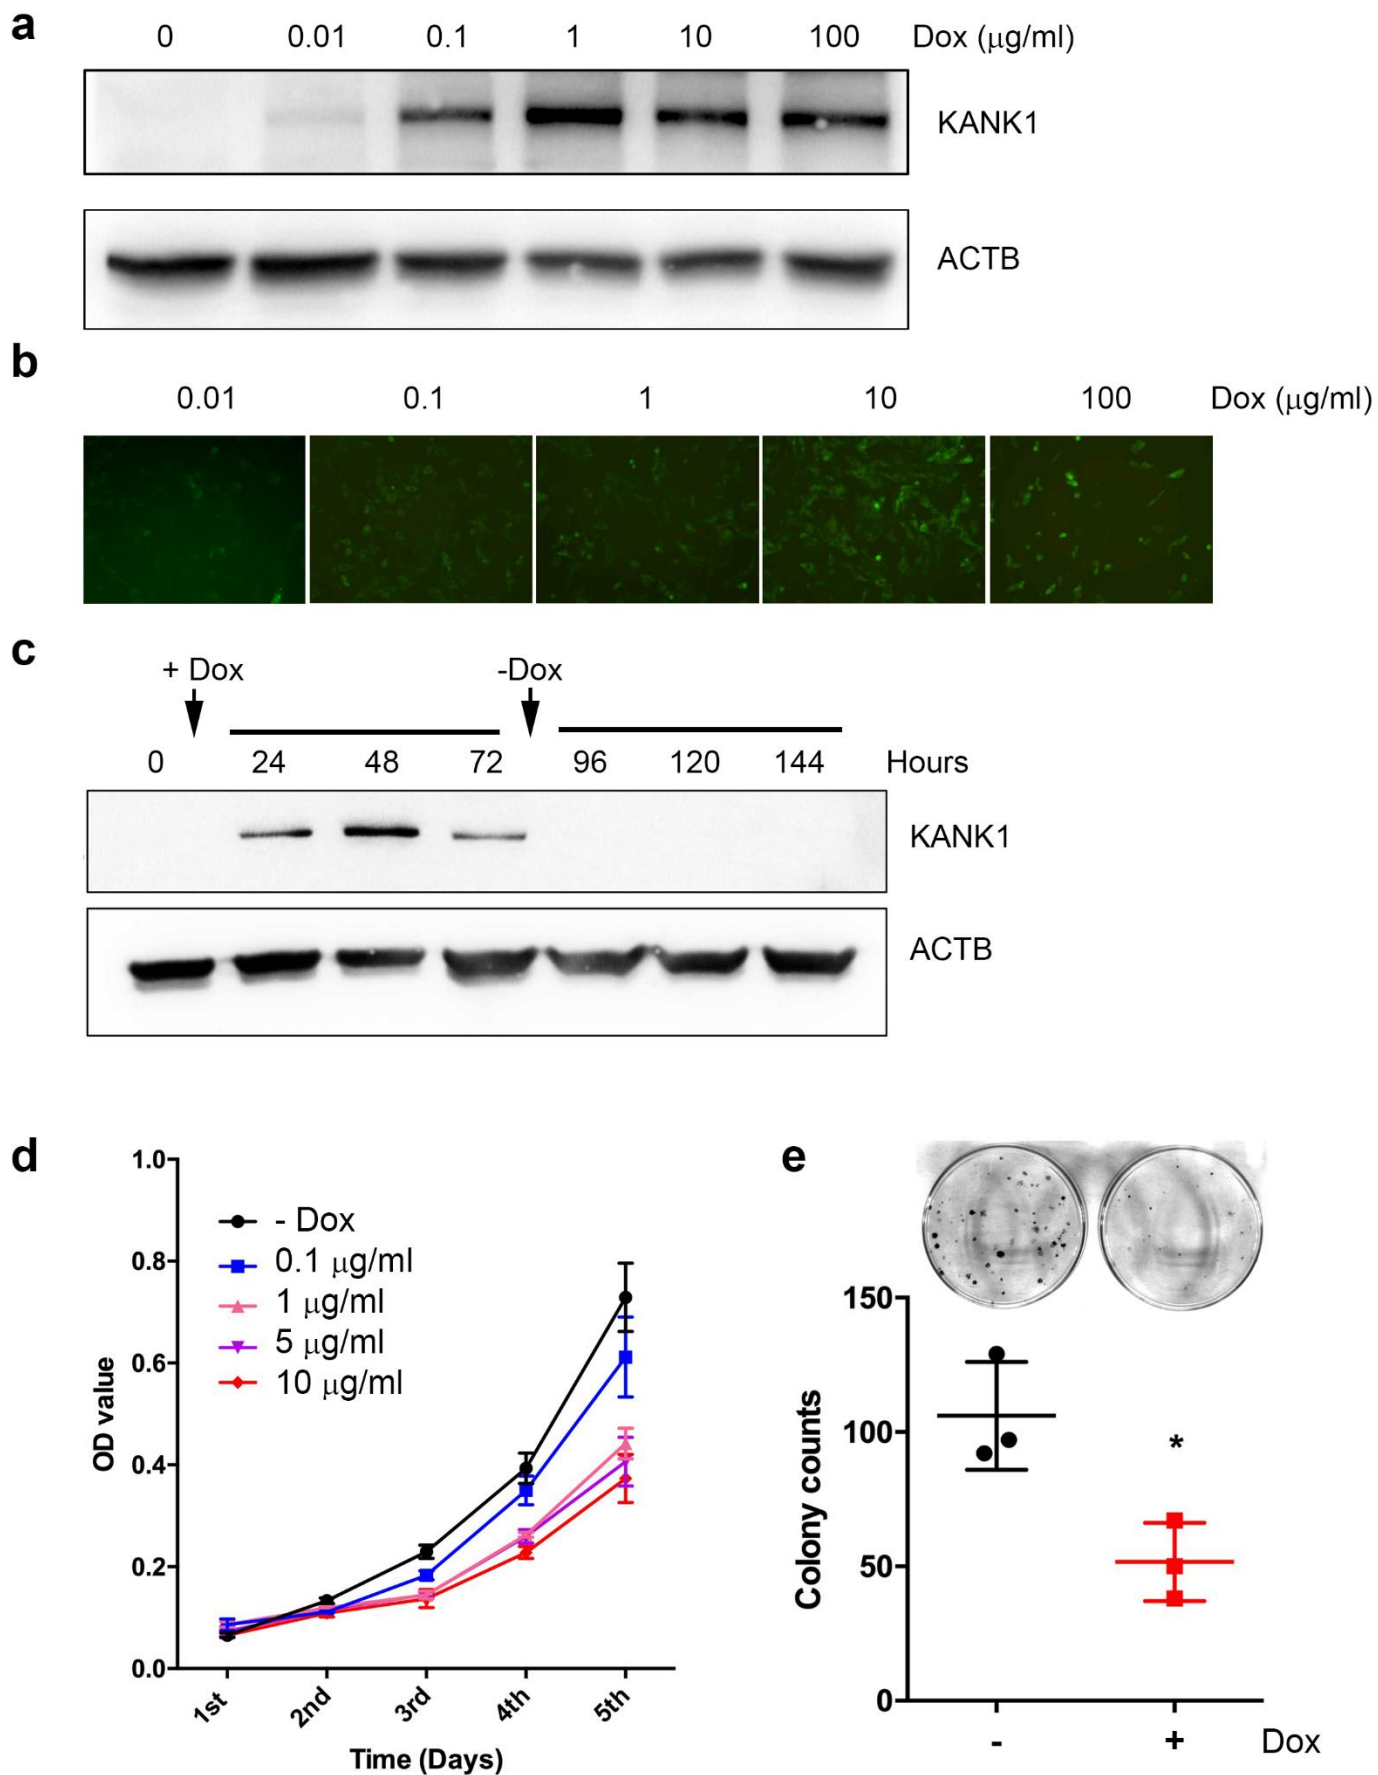

**Figure S3. Doxycycline has no effect on cell growth of non-transfected MPNST cells.** MTT assays were performed to evaluate the effects of doxycycline on non-transfected STS26T (a) and S462 (b) cells. Two dosages (1 $\mu$ g/mL and 5 $\mu$ g/mL) of doxycycline were examined. Student t-test was performed at each day. No statistical differences were detected as p is greater than 0.05 for any of the two conditions.

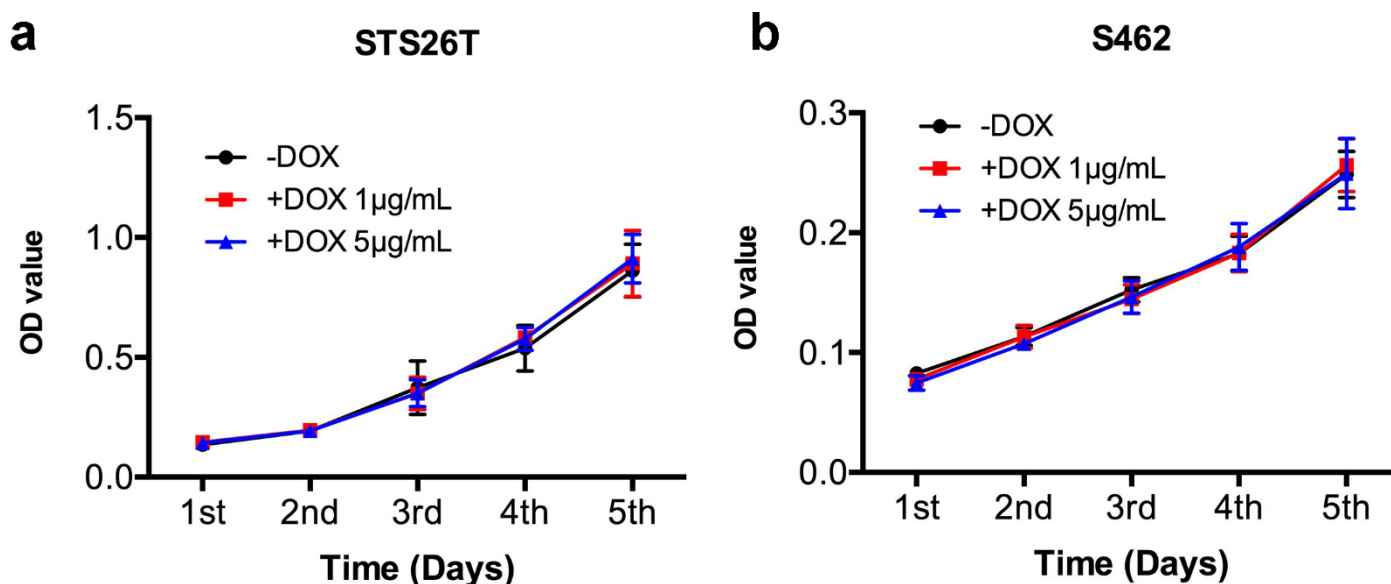

**Figure S4. *KANK1* restoration did not lead to cell proliferation inhibition in human MPNST cells.** Cells treated with or without doxycycline were measured at 48, 72, and 96 hours. Cell cycle properties were analyzed by flow cytometry analysis using BrdU for S phase labeling. *KANK1* expressing STS26T cells and the control group were stained with anti-BrdU antibody (Y axis) and propidium iodide (X axis). No significant differences were observed in both 10% and 0.5% FBS culture conditions.

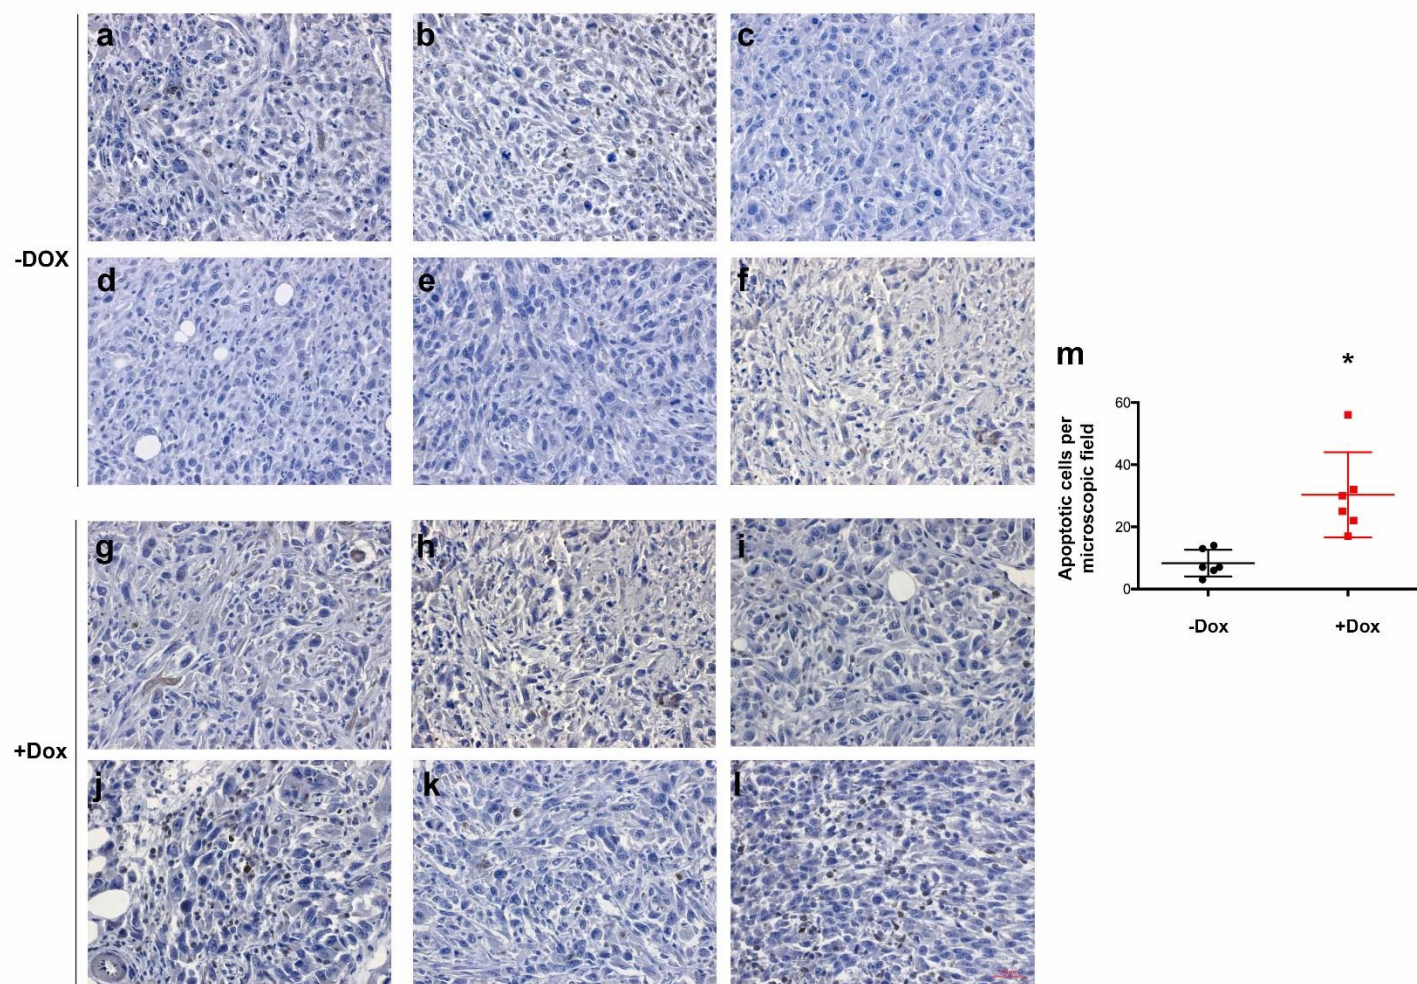

**Figure S6. Cell nucleus morphology in KANK1-induced cells.** Hoechst 33342 staining was performed to evaluate apoptosis in the KANK1-induced S462 stable cells without (**a-c**) and with doxycycline treatment (**d-f**) after 48 hours culture. Cells with condensed nucleus were counted as apoptotic cells. Typical apoptotic cells were labeled with white arrow heads in panels (**a & d**), apoptotic rates were based on X cells counting. (**g**). The student t-test revealed the difference was significant ( $p=0.0052$ ).

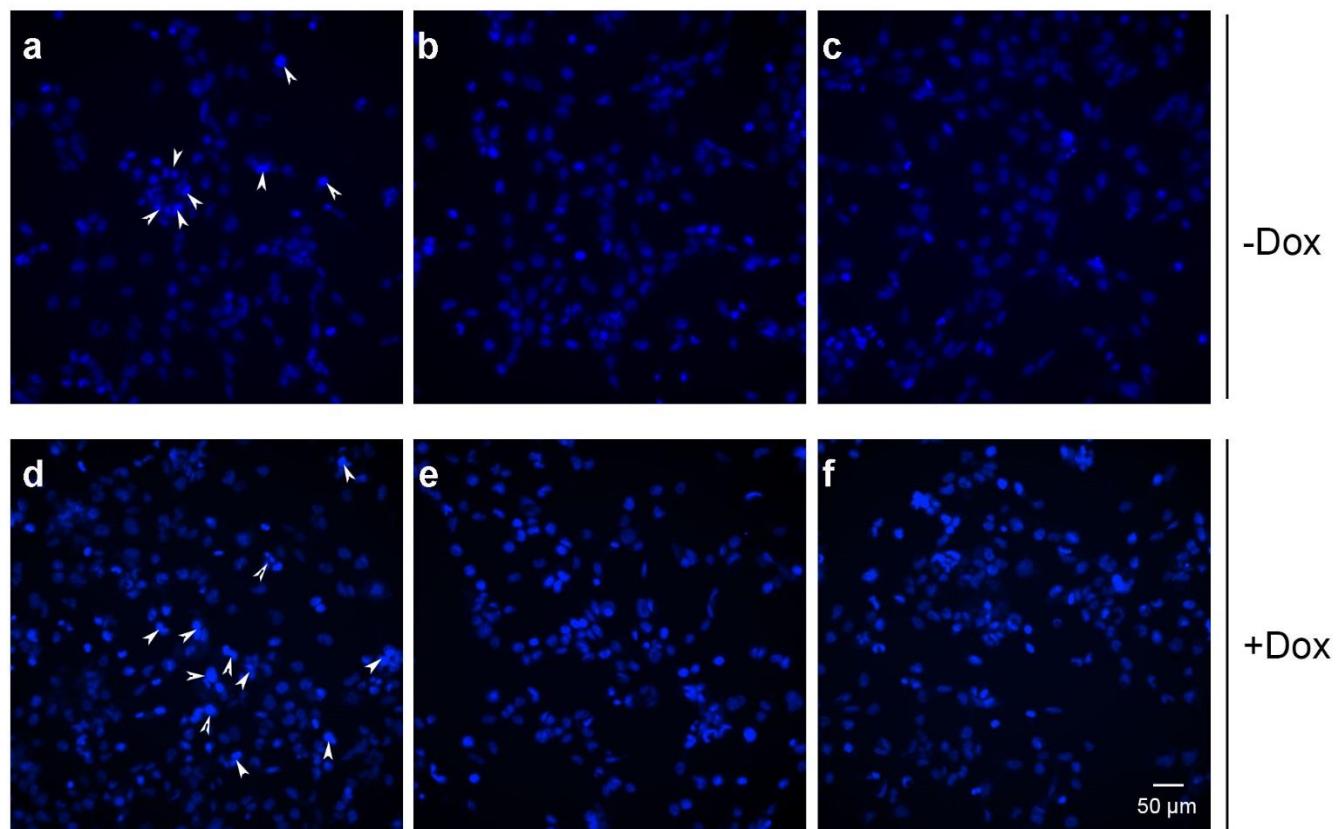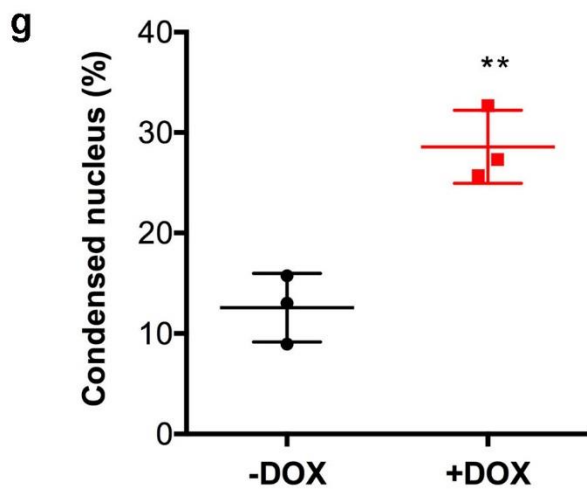

**Figure S7. Transient overexpression of KANK1 upregulates CXXC5 in HEK293T cells.** Transient transfections were performed using intact KANK1 and C-terminal GFP fusion KANK1 in HEK293T cells, respectively. CXXC5 protein levels were upregulated in both transfections. ACTB, beta-actin control.

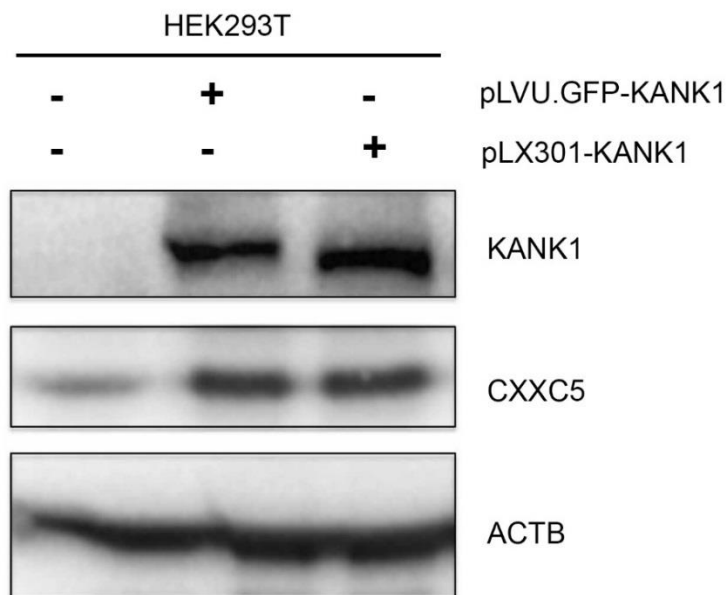

## Supplementary Table

**Supplementary Table 1. Primers used for quantitative RT-PCR**

| Human Genes  | Forward Primer 5'->3' | Reverse Primer 5'->3'   |
|--------------|-----------------------|-------------------------|
| <i>ACTB</i>  | CTGGAACGGTGAAGGTGACA  | AAGGGACTTCCTGTAACAATGCA |
| <i>BAD</i>   | GGTAGGAGCTGTGGCGACT   | CAAGCATCATCGCCAGG       |
| <i>CXXC5</i> | CTTGGACGACTCGGAGAGC   | AGGGTCCACAGACCAGGAC     |
| <i>FASTK</i> | GGAGGTCTGAGCAGAGAGCA  | GACTGAGGGAGCGACCTG      |
| <i>KANK1</i> | CCAGATGTCCTCCGCTATGT  | GCATGTCCTTCTCTGCTTCC    |
| <i>NME3</i>  | CTGCCGGGCTACTCATACAG  | GATTTCTGCATCGAGGTTGG    |
| <i>SIVA1</i> | CGTGAGCCAGAGGGAGTTGAG | GACTCTGGCAGGTGAACGACG   |

**Supplementary File 1. Differentially expressed genes in KANK1-induced and –uninduced cells by RNA-seq analysis.**

## References

1. Zhang G, Hoersch S, Amsterdam A, et al. Comparative oncogenomic analysis of copy number alterations in human and zebrafish tumors enables cancer driver discovery. *PLoS genetics*. 2013; 9(8):e1003734.

How the deposited data were processed for this re-analysis (not part of the article)

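RNA from 6 cultures of STS26T cells with a doxycycline-inducible KANK1 transgene was sequenced, 3 after 48 hours with 1 μg/ml doxycycline and 3 without it. The authors deposited raw counts per transcript, made with HTSeq from reads they had trimmed and mapped, and applied no normalization to them. The deposited counts include every transcript a read fits, so that transcripts of a gene share reads. A second deposited table of the authors holds the same libraries in 6 columns, each count divided by a single factor per library; it was not used here.

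The counts covered 176390 transcripts, of which 161756 were matched to GENCODE release 44 and through it to genes, positions, GC content and length. The total count per library lay from 361841441 to 460467541. The main comparison used edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr (min.count 10), glmQLFit and glmQLFTest without covariates, and Benjamini-Hochberg adjustment over 145151 transcripts. The threshold was an adjusted p-value under 0.1, as in the paper. A gene was called when any of its transcripts was called, and its direction was that of the called transcript with the largest change. Beside the model, single genes were compared by an exact two-sided permutation test of their log2 CPM, for which 0.1 is the smallest possible p-value with 3 libraries per group. Replicates without doxycycline varied more than replicates with it, and this spread enters every edgeR p-value.

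The genes named were fixed by rule: those the paper names for the RNA-seq, the KANK1 interaction partners named in its Discussion, genes it names for protein such as PCNA, and the 5 other genes with the smallest p-value among those with separate groups and a change of more than 2-fold. Not every gene under the rule is reported. For genes in the paper's supplementary list the transcript listed there was used, with the transcript of the highest count as an alternative. In addition 9 gene lists were compared with all other genes by limma's camera test (limma 3.58.1), each gene represented by its transcript with the highest count, with Benjamini-Hochberg adjustment over the 9 lists. The camera test used its preset correlation between the genes of a list and did not estimate it from these libraries.

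The main tests, the gene rule and all alternatives except those named next were set before the data were examined. The alternatives were DESeq2 1.42.0 with its Wald test, DESeq2 with a normal prior on the fold changes, DESeq2's size factors in edgeR, total counts without TMM, no filter on low counts, a mean of at least 100 counts, identical transcripts kept once, a single transcript per gene, an adjusted p-value under 0.05, each library left out in turn, replicate number as a block, a correction of each library for GC content and length (a smooth fitted with mgcv 1.9.3), and that correction with the block. Added after the data were seen were limma's voom with sample weights and, for the gene lists, leaving out each library and the replicate block. No library was left out of the main comparison.

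The tests were checked on simulated counts of 145151 transcripts with the design of 3 against 3, where 200 transcripts changed by a log2 fold change of 1.5. At a biological coefficient of variation of 0.2, edgeR called 99% of the changed transcripts and 9.59% of its calls were false. DESeq2's Wald test called 99% with 26.4% false, and voom with sample weights 98.5% with 11.7% false. These counts were drawn independently for each transcript with a single coefficient of variation, so no library stood apart and no reads were shared. The changed transcripts were chosen among those with a mean of at least 100 counts. In the deposited counts replicate 3 without doxycycline stood apart and transcripts share reads, so these shares neither carry over nor rank the tests there. With the prior, DESeq2's median log2 fold change for the raised transcripts was 1.03. In counts simulated with a trend on GC content, the slope of the log2 fold change per 10% GC was 0.165 before the correction and 0.00188 after it.

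Quantitative RT-PCR, Western blots, flow cytometry, xenografts and the other cell lines of the paper are not analysed here.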

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

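Of the tests in this part, those on the change of the whole PPFIBP1 gene and on doxycycline itself were chosen only after the result was seen.

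PPFIBP1, which the paper names as a KANK1 interaction partner but does not discuss among its RNA-seq results, was called differentially expressed. Its transcript ENST00000541633 had a log2 fold change of 1.58 (standard error 0.104, adjusted p = 0.0175, edgeR) and was higher in all 3 libraries with doxycycline. Over the alternatives its adjusted p-value ran from 1.25e-31 to 0.470. The call was lost without replicate 1, 2 or 3 of the cells with doxycycline (adjusted p = 0.329, 0.285 and 0.320, edgeR). It was also lost with replicate number alone as a block (adjusted p = 0.305). In these fits the log2 fold change stayed from 1.56 to 1.59. Raised transcription of the whole gene would raise its highest-count transcript as well, and that transcript had a log2 fold change of 0.15 (adjusted p = 0.411). An exon of 88 bases on chromosome 12 of GRCh38, from 27578152 to 27578239, was picked after the values were seen because it best separated the changes. Reads of KANK1 mapped to this exon through shared sequence would need a long common stretch, and the longest stretch that the exon shares with KANK1 transcripts was 11 bases. The rest of PPFIBP1 and transgene sequence outside KANK1 were not compared. The 11 tested transcripts with the exon gained 1.62 to 3.54 CPM, and the 6 without it changed by -0.24 to 0.94 CPM. Their log2 fold changes overlapped, from 0.15 to 1.58 with the exon and from -0.08 to 0.47 without it. A change limited to RNA around this exon may therefore underlie the call, but it was found and tested on the same data. The correction for GC content and length did not lower the change, which was 1.79 after it (adjusted p = 0.00321, and 0.0626 when replicate number was a block as well; the deviations of libraries with the same replicate number correlated at 0.0281, -0.0609 and 0.0460). No sequenced culture received doxycycline without the transgene, so in these data an effect of doxycycline cannot be told apart from an effect of KANK1.

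Among 9 gene lists that the paper did not examine, 7 had an adjusted p-value under 0.1 in limma's camera test. The test used a preset correlation between genes, so its p-values can be too small for lists whose genes vary together. The median log2 fold change over all genes was 0.00818. Extracellular matrix genes had a median of 0.49 (adjusted p = 7.86e-06, 27 of 30 genes higher) and interferon-stimulated genes 0.55 (adjusted p = 6.95e-05, 28 of 28 higher). Nuclear subunits of oxidative phosphorylation had a median of 0.26 (adjusted p = 8.94e-11, 55 of 60 higher) and cytosolic ribosomal proteins 0.13 (adjusted p = 0.000107, 50 of 72 higher). The BCL2 family and caspases had a median of 0.12 (adjusted p = 0.0262, 26 of 37 higher). Mitochondrially encoded mRNAs had a median of -0.34 (adjusted p = 6.95e-05, 1 of 13 higher) and ATF4 targets -0.35 (adjusted p = 0.0212, 5 of 29 higher). Of the 4 splits of the 6 libraries that separate every pair of the same replicate number, 3 gave at least as many lists, the real split included. Other groupings thus gave as many, but each still mixes the conditions unevenly and so carries part of any effect of doxycycline. The number of lists therefore cannot be told apart from chance differences between libraries, and this count decides nothing either way.

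The replicate 3 without doxycycline, which stands apart from the other libraries, carries part of this. Without it the median of the ATF4 targets was 0.07 (adjusted p = 0.163; 0.000453 to 0.163 over the alternatives) and that of the interferon-stimulated genes 0.08 (adjusted p = 0.116; 1.69e-06 to 0.116 over the alternatives). The extracellular matrix list fell to 0.13 (adjusted p = 0.00577; 1.38e-07 to 0.00577 over the alternatives). A difference of that culture is therefore a candidate explanation for the first 2 lists and for part of the extracellular matrix list. The same holds for part of the nuclear oxidative phosphorylation list. Its median fell from 0.26 to 0.14 without that library, where these genes lay lower by a median of -0.30. The nuclear oxidative phosphorylation and mitochondrially encoded lists stayed past the threshold without this library, with medians of 0.14 and -0.58. Across the fits that left out a library, the mitochondrially encoded median ran from -0.58 to -0.0979, against -0.34 in the main comparison. Doxycycline could itself act on mitochondrial translation, and the smallest adjusted p-value among the lists that this would change was 8.94e-11. This value takes no account of direction and so counts neither for nor against the explanation. With no sequenced doxycycline-treated cells lacking the transgene, that effect and an effect of KANK1 cannot be told apart.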

How the results depend on the processing

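Main counts were 10 transcripts and 3 genes, all higher with doxycycline and all 3 genes more than 2-fold, with 22418 transcripts at an unadjusted p-value under 0.05. The counts of called transcripts and genes stayed within 1.5 times the main ones with DESeq2's size factors, total counts, either filter on low counts, identical transcripts kept once, an adjusted p-value under 0.05, and the block with the GC and length correction. With a single transcript per gene, 2 transcripts were called, both (2) higher. DESeq2's Wald test called 10124 transcripts (6426 higher, 3698 lower) and 3065 genes (1835 higher, 1230 lower), of which 498 passed 2-fold (413 higher, 85 lower) and 83.8% did not. With the prior it called 10145 transcripts (6435 higher, 3710 lower) and 3055 genes (1828 higher, 1227 lower), of which 114 passed 2-fold (111 higher, 3 lower) and 96.3% did not. The GC and length correction gave 2899 transcripts (2785 higher, 114 lower) and 1178 genes (1099 higher, 79 lower), of which 266 passed 2-fold (258 higher, 8 lower) and 77.4% did not. Voom with sample weights, chosen after the values were seen, gave 20677 transcripts (12560 higher, 8117 lower) and 5834 genes (3484 higher, 2350 lower), of which 943 passed 2-fold (823 higher, 120 lower) and 83.8% did not. The causes were not tested. All 3 genes of the main comparison were among those called in each of these 4 settings.

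Across the 6 fits that each left out one library, from 9 to 18566 transcripts were called (9 to 10810 higher, 0 to 7756 lower). They belonged to 2 to 5211 genes (2 to 3034 higher, 0 to 2177 lower), of which 2 to 762 passed 2-fold (2 to 711 higher, 0 to 51 lower) and 0 to 85.4% did not. The highest values came without replicate 3 of the cells without doxycycline.

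With replicate number as a block, 9 transcripts of 2 genes were called, and PPFIBP1 had an adjusted p-value of 0.305 (1.25e-31 to 0.470 over its alternatives). The deviations of libraries with the same replicate number correlated at 0.0281, -0.0609 and 0.0460. The cause was not tested.

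KANK1 and ENSG00000227914, the putative transcript within its locus, kept their direction and stayed past the threshold in every alternative, with log2 fold changes of 5.79 to 6.46 and 4.52 to 7.64. CXXC5, NME3, BAD, SIVA1, FASTK and the microRNAs kept their direction in every alternative. CXXC5 ran from 0.59, with a single transcript per gene, to 2.44, and passed the threshold in 6 of its 20 alternatives. Among the named genes, the adjusted p-value came under the threshold for 13 with DESeq2's Wald test, 13 with the prior, 13 with the GC and length correction and 15 with voom. With the prior all 13 had smaller fold changes than in the main comparison, such as CXXC5 at 1.45. KIF21A, from -0.526 to 0.0705 across the fits without one library, reversed to 0.0705 without replicate 3 of the cells without doxycycline and to 0.0295 with voom. PCNA, from -0.0193 to 0.0827 across these fits, reversed to -0.00392 with total counts, to -0.0193 without replicate 2 of the cells without doxycycline and to -0.00911 without replicate 1 of those with it. The cause was not tested.

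Of the gene lists, the settings that left out a library were added after the data were seen. Across them the median of the ATF4 targets ran from -0.61 to 0.07, reversing to 0.0679 without replicate 3 of the cells without doxycycline. The proliferation list ran from -0.0940 to 0.141, reversing to -0.0940 in the same setting, where it came past the threshold (adjusted p = 0.00577, against 0.995 in the main comparison and 0.00577 to 0.9747 over its alternatives). The KANK family, with 2 genes tested, ran from -0.0995 to 0.0770 and reversed to 0.0241 and 0.0770 without replicate 2 of the cells without doxycycline and replicate 1 of those with it. The BCL2 family and caspases ran from 0.0987 to 0.185 and were no longer past the threshold at 0.127, and the interferon-stimulated genes ran from 0.0761 to 0.827 and were no longer past it at 0.0761. The cytosolic ribosomal proteins ran from 0.0611 to 0.164 and the mitochondrially encoded mRNAs from -0.580 to -0.0979. Both stayed past the threshold in every alternative, with adjusted p-values up to 0.0352 and 0.0215 (camera). The cause was not tested. Rises and falls of low-count transcripts such as ENST00000511591 of CXXC5, with 64 to 148 counts without doxycycline, are limited by these counts.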

Differences from the paper's values

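The paper reports 3578 differentially expressed genes, 2144 higher and 1434 lower, and edgeR gave 3, with 3 higher and 0 lower (22418 transcripts at an unadjusted p-value under 0.05). Of the alternatives set before the data were examined, DESeq2's Wald test (3065, 1835 and 1230) and DESeq2 with the prior (3055, 1828 and 1227) came within 1.5 times of all of the paper's counts. Without replicate 3 of the cells without doxycycline, the counts were 5211 and 3034, within 1.5 times, but 2177 lower genes, which were not. No other alternative set before the data were examined closed these gaps. Voom with sample weights, chosen after seeing the values, gave 5834, 3484 and 2350. The paper's supplement lists 10112 transcripts, against 10 with edgeR, 10124 with DESeq2's Wald test and 10145 with the prior, and no other alternative closed that gap.

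The paper gives 88 genes changed more than 2-fold, and its supplement lists 86 of them as higher and 2 as lower, where edgeR gave 3, 3 and 0. DESeq2 with the prior gave 114, 111 and 3, and no other alternative set before the data were examined closed these gaps; the Wald test gave 498, 413 and 85. The paper's methods name DESeq2.

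The supplement's log2 fold changes are the paper's values. Their gap is called closed where it is within the larger of the paper's standard error and that of the setting. A less precise setting, such as one with a library left out, therefore closes it more easily. KANK1 was 5.79 in the paper and 6.24 here, the putative transcript ENSG00000227914 within its locus 4.53 and 7.30, CXXC5 1.45 and 2.08, and NME3 1.40 and 2.21. For these 4, DESeq2 with the prior closed the gap (5.79, 4.52, 1.45 and 1.39) and no other alternative set before the data were examined did. BAD was 1.19 in the paper and 1.85 here. The prior (1.19), a single transcript per gene (1.11) and the highest-count transcript (1.11) closed that gap and the others did not. SIVA1 was 1.15 in the paper and 1.44 here. The prior (1.14), a single transcript per gene (1.18), the highest-count transcript (1.18), leaving out replicate 2 without doxycycline (1.20) or with it (1.37), and the GC and length correction without (1.07) or with the block (1.09) closed it, and the others did not. FASTK was 1.31 in the paper and 1.52 here. The prior (1.31), leaving out replicate 2 without doxycycline (1.41) or with it (1.496), and the GC and length correction without (1.26) or with the block (1.26) closed it, and the others did not. Total counts gave 1.4915, nearer to the paper than 1.496, but with a standard error of 0.163 against 0.202. The microRNA entries mir-423 and mir-3184 were -1.17 in the paper and -1.50 here. The prior (-1.17), leaving out replicate 2 with doxycycline (-1.31), and the GC and length correction without (-1.32) or with the block (-1.36) closed it, and the others did not. ALDH16A1 was 1.36 in the paper and 1.55 here. The prior (1.36), a single transcript per gene (1.42), the highest-count transcript (1.43), and leaving out replicate 2 without doxycycline (1.49) or with it (1.44) closed it, and the others did not.

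In the block settings above, the deviations of libraries with the same replicate number correlated at 0.0281, -0.0609 and 0.0460.

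The paper calls CXXC5, NME3, BAD, SIVA1, FASTK and both microRNAs differentially expressed, and its supplement also lists ALDH16A1, RPL39 and CTNNB1. EdgeR called none of these (adjusted p-values from 0.121 to 0.171). All of them were called by DESeq2 with and without the prior, without replicate 3 of the cells without doxycycline and with the GC and length correction, and by voom, which was chosen after seeing the values. Without replicate 1 of the cells without doxycycline all were called except BAD and CTNNB1, and without the filter on low counts ALDH16A1 was called. The paper ranks CXXC5 as the most significantly raised of CXXC5, BAD and SIVA1. It rests this on its quantitative RT-PCR as well, which used primers meant for all transcripts of a gene and is not analysed here. The listed transcripts put CXXC5 first by p-value (edgeR). On the highest-count transcript the log2 fold change of CXXC5 was 0.61 (adjusted p = 0.390, edgeR, and 0.446 when a single transcript per gene was tested). BAD was at 1.11 (adjusted p = 0.154, edgeR) and SIVA1 at 1.18 (adjusted p = 0.138, edgeR) on theirs. Over all tested CXXC5 transcripts the log2 fold change ran from 0.29 to 2.08. The highest-count CXXC5 transcript held 2815 counts in replicate 3 without doxycycline, against 6955 and 5023 in replicates 1 and 2. For the listed transcripts SIVA1 had a smaller adjusted p-value than CXXC5 without replicate 3 of the cells without doxycycline (0.0150 against 0.0173) and with voom, chosen after seeing the values (0.00671 against 0.00960). CXXC5 had the smaller one with DESeq2's Wald test (1.48e-08 against 6.43e-07) and with the prior (1.48e-08 against 6.37e-07). It also did with the GC and length correction (0.0786 against 0.0881) and without replicate 1 of the cells without doxycycline (0.0435 against 0.0989). Over all alternatives the adjusted p-value ran from 1.48e-08 to 0.689 for CXXC5 and from 6.37e-07 to 0.689 for SIVA1. The paper describes most changes as below 2-fold, where all 3 genes called by edgeR were above it, and 83.8% were below it with DESeq2's Wald test.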

Other observations

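Of the tests in this part, those on unspliced RNA, on sequence shared between ENSG00000227914 and KANK1, on a few genes taking most of the counts and on the splits with DESeq2 were set down before their result was seen, and all others were chosen only after it was seen.

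Replicate 3 without doxycycline stands apart from the other 5 libraries. Its library size was 0.934 times the median of the others, and its 10 most counted genes took 3.96% of its counts against 3.94 to 4.23% in the others. GC content and transcript length explained 0.897% of the variance of its difference from the other replicates without doxycycline. A library with doxycycline under a wrong label would hold 232 to 263 CPM of KANK1, and this library held 3.72. Another cell line or a mixture of cells would shift neighboring genes together, and the spread of medians over windows of 100 neighboring genes was 1.89 times that in shuffled order. The same ratio was 2.34 between replicates 2 and 1 without doxycycline, and each ratio is scaled by its own spread between genes, so the distance of this library cannot be told apart from that explanation. Targets of ATF4, a transcription factor of the stress response, were higher in this library by a median of 1.37 on the log2 scale (26 of 29 genes higher), at the percentile 100 of 10000 random lists. Other lists were as extreme in the other direction. Interferon-stimulated genes had a median of -1.23, extracellular matrix genes of -0.67 and nuclear subunits of oxidative phosphorylation of -0.30, each at the percentile 0, and proliferation genes of -0.40 at the percentile 0.18. A stressed culture may explain part of its distance, but the ATF4 targets do not single it out. It was found on the same data, and no record of the culture was tested.

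GC-rich genes were higher with doxycycline. The tenth of genes with the highest GC content lay 0.24 higher on the log2 scale in the libraries with doxycycline than in those without. A bias that differs between libraries would also spread the libraries of a group, and the range within the 3 libraries without doxycycline was 0.226, close to but below that difference, with replicate 2 at -0.27. The margin is small, and the correction for GC content and length moved the calls to 1178 genes (1099 higher, 79 lower), but to 3 with the replicate block as well, where the deviations of libraries with the same replicate number correlated at 0.0281, -0.0609 and 0.0460. Part of the pattern may be technical, and these counts do not settle it.

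The paper's list of genes changed more than 2-fold names a single transcript for each gene. If choosing the transcript with the largest change made the list, few genes would pass with their highest-count transcript, and 25 of 87 did with DESeq2 and the prior. In 13 genes the listed transcript is itself the one with the highest count, and of the other 74 genes 12 passed. The highest-count transcript changed in the same direction in all 87. More unspliced RNA with doxycycline could raise the retained-intron transcripts in the list. The change of such transcripts relative to the highest-count transcript of their gene was -0.00827 with doxycycline over 22498 transcripts. Reads shared with the highest-count transcript pull this value towards 0, and it covers all retained-intron transcripts and not only the 26 listed ones, so the list cannot be told apart from that explanation.

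ENSG00000227914, the putative transcript within the KANK1 locus, rose with KANK1. Its exons share 0 bases with KANK1 exons, so reads counted without regard to strand on KANK1 exons do not account for it. Nor do reads mapped through shared sequence, as the longest shared stretch was 16 bases. Transgene sequence outside the KANK1 coding region was not tested, so no biological explanation is drawn.

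The entries for mir-423 and mir-3184 lie within NSRP1. Reads of NSRP1 counted without regard to strand would lower both entries together with NSRP1, and the highest-count NSRP1 transcript had a log2 fold change of -0.43 (adjusted p = 0.165). Identical counts on opposite strands were found in 47 groups of entries with a total of at least 600 counts. The fall may therefore reflect NSRP1 RNA, at least in part, since the log2 fold change of the entries was -1.50 and those of NSRP1 transcripts lay from -0.86 to -0.43.

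Of the 4 splits of the 6 libraries that separate every pair of the same replicate number, 1, the real one, gave as many called transcripts as edgeR's 10, and 1 gave as many genes and 1 as many genes changed more than 2-fold. With DESeq2's Wald test 1 of the 4 splits, again the real one, gave as many transcripts and 1 as many genes. The other splits of all 10 gave at most 236 transcripts with DESeq2 and 2 with edgeR. A share under 0.05 is out of reach with so few splits, so chance cannot be excluded by this count.

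Among the other KANK1 partners and proteins named by the paper, the log2 fold change was 0.66 for CTNNB1 (adjusted p = 0.171, edgeR), -0.33 for KIF21A, 0.27 for BAIAP2, 0.10 for ARFGEF1 and 0.03 for PCNA, none with an adjusted p-value under 0.1. The CTNNB1 value is for the transcript listed by the paper, and the others are for the highest-count transcript. On its highest-count transcript CTNNB1 was at 0.26 (adjusted p = 0.430, edgeR). BAIAP2 came under 0.1 without replicate 3 of the cells without doxycycline (0.452, adjusted p = 0.0574, edgeR). It also did with voom, chosen after seeing the values (0.412, adjusted p = 0.0566). Without replicate 2 of the cells without doxycycline it was 0.105 (adjusted p = 0.688, edgeR). Of the 5 other genes with the smallest p-values, 4 were ALDH16A1 at 1.55, RPL39 at 1.24, the pseudogene ENSG00000241494 at -1.05 and LINC02320 at -1.03. The last pair overlap on opposite strands and share reads. The adjusted p-values were 0.121 for ALDH16A1 and 0.131 for RPL39, ENSG00000241494 and LINC02320. On the highest-count transcript ALDH16A1 was at 1.43 and RPL39 at 0.92, which is under 2-fold.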
